# Transcriptome profiles of sturgeon lateral line electroreceptor and mechanoreceptor during regeneration

**DOI:** 10.1186/s12864-020-07293-4

**Published:** 2020-12-07

**Authors:** Jian Wang, Chengcheng Lu, Yifan Zhao, Zhijiao Tang, Jiakun Song, Chunxin Fan

**Keywords:** Mechanosensory, Electrosensory, Regeneration, Specification, Sturgeon

## Abstract

**Background:**

The electrosensory ampullary organs (AOs) and mechanosensory neuromasts (NMs) found in sturgeon and some other non-neopterygian fish or amphibians are both originated from lateral line placodes. However, these two sensory organs have characteristic morphological and physiological differences. The molecular mechanisms for the specification of AOs and NMs are not clearly understood.

**Results:**

We sequenced the transcriptome for neomycin treated sturgeon AOs and NMs in the early regeneration stages, and de novo assembled a sturgeon transcriptome. By comparing the gene expression differences among untreated AOs, NMs and general epithelia (EPs), we located some specific genes for these two sensory organs. In sturgeon lateral line, the voltage-gated calcium channels and voltage-gated potassium channels were predominant calcium and potassium channel subtypes, respectively. And by correlating gene expression with the regeneration process, we predicated several candidate key transcriptional regulation related genes might be involved in AOs and NMs regeneration.

**Conclusions:**

Genes with specific expression in the two lateral line sensory organs suggests their important roles in mechanoreceptor and electroreceptor formation. The candidate transcriptional regulation related genes may be important for mechano- and electro- receptor specification, in a “dosage-related” manner. These results suggested the molecular basis for specification of these two sensory organs in sturgeon.

## Background

Lateral line system is an ancient vertebrate sensory system in fishes and amphibians [1, 2]. Two different lateral line receptors, the electrosensory ampullary organs (AOs) and mechanosensory neuromasts (NMs), were found in non-neopterygian fish, including sturgeon, paddlefish and sharks, and some amphibians [3–8]. AOs enable fishes and amphibians to detect weak electric fields, including low-frequency membrane potentials and myogenic potentials that leak out of aquatic preys and predators [2, 3]. NMs respond to water displacement surrounding the body. Together, the electrosensory and mechanosensory divisions of lateral line system help these aquatic animals with detecting prey/predator, avoiding obstacle, intraspecific communication and other behaviors [2, 5].

A number of evidences support that both of AOs and NMs originate from lateral line placodes [5, 9–11]. NMs are formed by the central placodal zone, whereas AOs are formed by the lateral flanking zones [12]. The receptor cells of these two sensory organs possess distinct morphology. NM hair cells have a single kinocilium flanked by a stepped array of stereocilia called the ‘hair bundle’. Similar type of mechanosensitive hair cells also reside in the auditory and vestibular systems of the inner ear for all vertebrates including mammals [13, 14]. AOs electroreceptor cells of sturgeons have a single kinocilium, and are surrounded by the supporting cells with large numbers of long sterocilia. Similar structures are also found in other non-neopterygian [4, 11, 15]. NMs were lost in amniotes, however, similar type of mechanosensitive inner ear hair cells were kept for all vertebrates. AOs were also lost in some teleosts and amphibians and no analogous organs kept in most of higher vertebrates. For some teleosts, different types of electroreceptors evolved independently [2, 11]. The investigation about specification of AOs and NMs would help us understanding the origins and evolution of animal sensory system.

Although the AOs and NMs are both derived from lateral line placode, they show obvious morphological and physiological distinctions. Molecular mechanisms for these differences are not clearly understood. Several studies, including analyses of the sensory epithelium transcriptome of paddlefish, have identified some genes commonly expressed in both AOs and NMs, including *notch1, atoh1, eya1, eya4, parvalbumin-3, pou4f3* and so on [16–18]. However, the systemic transcriptome comparison between AOs and NMs was seldom reported.

In previous study, we found sensory receptor cells in AOs and NMs of Siberian sturgeon could be damaged by neomycin and regenerated in 7 days, and the cell proliferation were up-regulated at 12 h-post treatment (hpt) [15]. Investigations on gene expression during AOs and NMs regeneration could reveal molecular mechanisms for the formation of these two sensory organs. In this study, we sequenced the transcriptomes for neomycin treated sturgeon AOs and NMs in the early regeneration stages. By de novo assembling a sturgeon transcriptome and quantifying gene expression levels, we compared the gene expression between these two sensory organs. And by correlating gene expression with the regeneration process, we located several candidate key transcriptional regulation related genes in AOs and NMs regeneration.

## Results

### Sturgeon transcriptome de novo assembly and annotation

High quality RNAs were extracted (RINs > 8.0) from neomycin treated AOs and NMs in 12 hpt and 24 hpt, as well as untreated control AOs, NMs and general epithelia (EPs) (Fig. 1a) of Siberian sturgeon (*Acipenser baerii*), with each tissue has two replicated RNAs. Total 14 mRNA-Seq libraries were constructed for Illumina sequencing. 

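The 14 libraries formed 7 groups of 2: AO and NM of untreated larvae, AO and NM at 12 hpt, AO and NM at 24 hpt, and EP of untreated larvae. Larvae were at 10 days post hatching, and treated larvae were kept in 200 µM neomycin, an antibiotic toxic to hair cells, for 1 h. The tissue of each condition was pooled from 15 larvae. Both RNAs of a group came from that pool, so the spread between replicates covers RNA extraction, library and sequencing but not dissection or the variation between batches of larvae. The authors deposited an expected read count for each of 23448 assembled genes and each library, before any scaling. Gene names are those of the Swiss-Prot or sterlet protein that a contig matched, so they come from other species, and copies with 1 name may have shared reads during counting.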

Sequencing results were used to generate a de novo sturgeon transcriptome using procedures shown by supplementary figure 1. Total ~ 67 Gbp raw reads were obtained for 14 mRNA-Seq libraries. After quality control, total ~ 45 Gbp cleaned paired reads were used for assembling. Total 725,228 contigs were returned by Trinity (Table 1). Of these, 162,788 contigs had at least one ORF longer than 300 bps, and corresponding peptides were used for coding gene annotation.

**Fig. 1:**
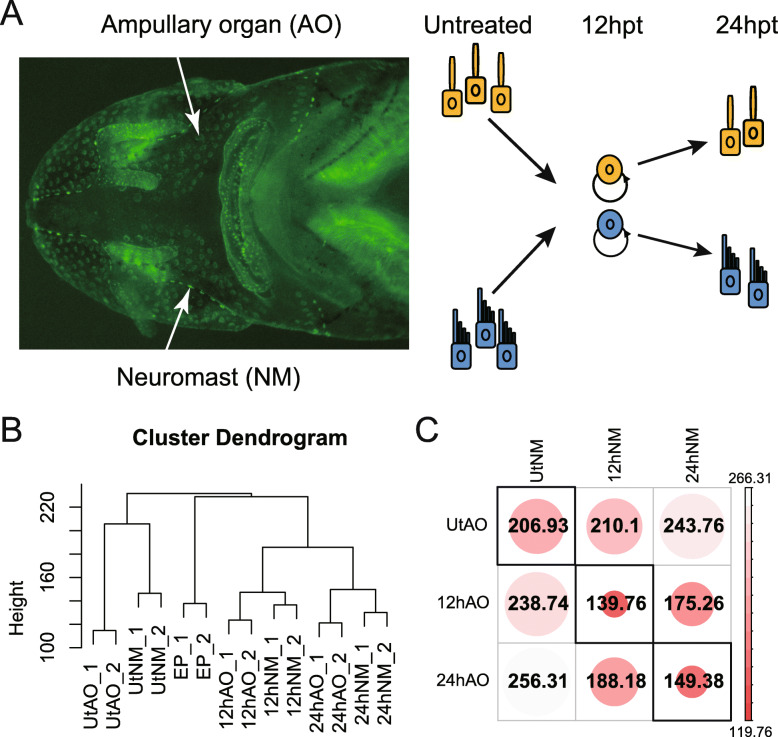
General gene expression profiles among transcriptome samples. **a** Illustration of two different sturgeon sensory organs under fluorescent stereomicroscope. Ampullary organs (AO) and neuromasts (NM) were dissected from neomycin treated sturgeon after 12 h and 24 h, as well as normal fish (Untreated). **b** Hierarchical clustering of all sequenced RNA samples. Numbers at the end of sample ID indicate two experimental repeats. Ut is short for sensory organs from untreated fish. EP is short for general epithelia dissected from ventral side of trunk. **c** Euclidean distances matrix of different groups. The smaller number indicates a more similar expression profiles between two groups

**Table 1:** Summary of de nove transcriptome assembly and annotation

Items	Counts
De novo assembled contigs	725,228
Long-ORF (> 300 bp)contigs	162,788
Annotated transcripts	83,500
Unigenes	22,647

Predicated peptides were compared against protein sequences from Swiss-Prot and a close *Acipenser* relative, *Acipenser ruthenus* (sterlet), to identify orthologous genes. After combining orthologs to Swiss-Prot and sterlet proteins, we presented a sturgeon reference transcriptome including 83,500 transcripts belonging to 22,647 unigenes (Table 1). Nucleotide sequences and annotations have been uploaded to NCBI database (GEO accession: GSE151096). The average length of annotated contigs is around 1780 bp (Supplementary figure 2).

### Gene expression profiles of two types of sensory organs were most similar at 12 hpt during regeneration

Expressions of annotated genes were quantified by aligning cleaned reads to annotated transcripts and normalized by edgeR [19]. 

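Expected counts summed to between 7121038 and 10067958 per library, with group ranges of 9396423 to 9881687 in untreated AO, 7975001 to 10067958 in untreated NM and 8474525 to 8987403 in EP. The AO libraries held 7846003 to 8804334 counts at 12 hpt and 8901537 to 9335667 at 24 hpt, and the NM libraries 7360075 to 9161105 and 7121038 to 8294296. Counts were scaled by TMM, whose factors ran from 0.833 to 1.19, and expression is given as TMM-normalized CPM (counts scaled to a common library size), because the lengths needed for TPM were not used here. Across genes, the log CPM of the replicates of a group had a Pearson correlation of 0.979 to 0.986, in which genes are not independent replicates. Of the 23448 genes, 21978 had enough counts to be tested in 1 model of all 14 libraries, and a gene was called when its absolute log2 fold change was above 1 at an FDR under 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A permutation of 2 libraries against 2 cannot give a two-sided p under 0.333, so each adjusted p rests on edgeR's sharing of the spread between genes.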

By clustering all sequenced samples based on Euclidean distance, we found high expression similarity between each experimental repeats (Fig. 1b). 

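Euclidean distances between libraries were computed on log2 CPM with a pseudocount of 1. In 7 of 7 groups, the replicates were each other's nearest library, at distances of 48.0 (untreated AO) to 57.6 (NM at 12 hpt). Between libraries of different groups the smallest mean distance was 74.3, between AO at 12 hpt and AO at 24 hpt.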

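Among the 8 libraries taken after neomycin, pairwise distances ran from 49.7 to 131, with a median of 91.4, replicates included. AO and NM were 76.7 ± 4.11 apart at 12 hpt (SD over 4 pairs of libraries) and 91.8 ± 2.50 apart at 24 hpt. When the complete-linkage tree was divided into 2 clusters, 6 of the 8 treated libraries (AO at 12 hpt and 24 hpt, NM at 24 hpt) fell into 1 cluster without any untreated library. The NM libraries at 12 hpt lay 105 ± 2.63 from EP and 129 ± 2.48 from NM at 24 hpt, and both joined EP when the tree was divided into 3.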

In general, all samples at 12 hpt and 24 hpt were relatively similar on expression. The EPs and untreated sensory organs were more different from others.

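Treated AO and NM libraries lay 101.5 to 173 from untreated AO and NM libraries (median 129.5) and 101.4 to 185 from EP (median 137). Untreated AO and NM lay 135 to 147 from EP (median 139), against 86.2 to 94.5 (median 91.3) between untreated AO and untreated NM.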

We also calculated the Euclidean distance between AOs and NMs sample groups particularly, based on gene expression change folds to EPs (Fig. 1c). The expression profiles of AOs and NMs were most similar at 12 hpt (distance = 139.76), and were most divergent for untreated samples (distance = 206.93).

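Each organ's profile was expressed as edgeR's log2 fold change to EP over the 23446 genes with at least 1 count. The distance between AO and NM was 129 at 12 hpt, 151 at 24 hpt and 189.5 for untreated organs, and the untreated distance was 1.47 times that at 12 hpt. From 1 replicate per group, the distances were 179 (12 hpt), 185 (24 hpt) and 234.4 (untreated) for replicate 1, and 159.8, 174 and 213 for replicate 2. The SD between these was 13.8, 7.83 and 15.2, so the step from 12 hpt to untreated exceeded the spread between replicates and the step from 12 hpt to 24 hpt was close to it. The order held in 18 of 20 settings of this measure. It did not hold without AO 12 hpt replicate 2 (153 at 12 hpt against 150.5 at 24 hpt) or without NM 12 hpt replicate 2 (171 against 150.6). Leaving out an AO or NM library raised the distance at its own time, as to 178 at 24 hpt without NM 24 hpt replicate 2. These cases thus compare distances from unequal numbers of libraries. The setting that moved the untreated distance most was a prior count of 2 in place of the smaller default of edgeR, which shrinks fold changes of weakly expressed genes and gave 116 for untreated organs, 86.3 at 12 hpt and 105 at 24 hpt. On log2 CPM without EP as the reference, untreated AO and NM libraries were on average 90.8 apart, no farther than at 24 hpt. The paper takes the smaller distance as the more similar pair of profiles (Fig. 1c).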

In our previous study, we found that after damaged by neomycin, cell proliferation reached highest level at 12 hpt for both AOs and NMs. Both AOs and NMs sensory cell increased obviously at 24 hpt. And these damaged sensory cells recovery completely in 7 days [15]. 

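Lists of marker genes were used to follow dividing cells and hair cells. Of 70 proliferation genes such as *pcna* and *mki67*, 67 had a lower expression at 12 hpt than in untreated AO, with a mean log2 fold change of -0.51 (limma's camera, Benjamini-Hochberg adjusted p = 5.1e-13 over 50 tests of 10 lists), and 59 had a lower expression in NM, with a mean of -0.28. Their share of all counts was 0.340% in untreated AO, 0.242% at 12 hpt and 0.207% at 24 hpt, and 0.288%, 0.241% and 0.221% in NM. Of the 1418 genes that Table S1 lists as common to both organs, 1408 were tested, and their median log2 fold change at 12 hpt was -0.35 in AO and -0.30 in NM. The 34 hair cell genes of Table S1 had medians of -0.70 in AO and -0.12 in NM, and the 26 hair cell genes outside it 0.82 and 0.88.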

Here, the overall sample expression profiles in this study were also consistent with phenotype features in the proliferation and differentiation process of two sensory organ types (Fig. 1a).

### Specifically expressed genes in two types of lateral line sensory organs

The NMs and AOs at stage 45 contain a number of mature receptor cells [4, 15]. To explore the lateral line sensory organs specifically expressed genes, differentially expressed genes among untreated tissue samples were investigated by edgeR. 

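Relative to EP, 1639 genes were higher and 1496 lower in untreated AO, and 892 genes were higher and 2019 lower in untreated NM (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With RLE in place of TMM, 1481 genes were higher and 1598 lower in AO, so the scaling decides which side is larger there. A gene higher than EP in at least 1 organ was counted, which gave 1891 genes, of which 640 were called in both. EP served both comparisons, and in simulated libraries without any organ effect the shared group alone gave a correlation of 0.524 between the fold changes, against 0.720 observed. Among the other tests, scalings and filters, a fit on only the groups compared moved the total most, to 1163 genes. Of the 1891 genes, 1814 are among those in Table S1. EdgeR's exact test in 1 fit of all libraries, a setting chosen after seeing the data, gave 2074 genes in classes of 1418, 539 and 117 (common, AO high and NM high), and all of them are in the same classes of Table S1.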

We found 2074 genes were highly expressed in lateral line sensory organs compared to EPs. Most of these (1418 genes) showed no significant expression difference between two sensory organs. 

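Of the 1891 genes, 1305 were not called between untreated AO and NM, a class that includes genes below the threshold as well as genes with equal levels. Both organs exceeded the threshold against EP in 598 of them. Table S1 lists 1215 of the 1305 as common. A term for the replicate number as a block gave 1326 genes.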

More interestingly, 539 genes were significantly highly expressed in AOs, and 117 genes were significantly highly expressed in NM (Fig. 2a, Supplementary Table 1). 

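Between untreated organs, 1142 genes were higher in AO and 182 in NM, and 8705 genes had an unadjusted p under 0.05. The excess on the AO side depends on the fit. The quasi-likelihood fit on only the groups compared called 78 genes higher in AO and 67 in NM. Among the other scalings, filters and tests, the share of called genes higher in AO was lowest in the exact test on the groups compared, at 76.9%. The median log2 fold change of all genes was 0.13 under TMM and 0.09 under DESeq2's size factors. Among genes higher than EP, 494 were higher in AO and 92 in NM, and Table S1 lists 444 and 92 of them in the same classes. The AO class is the less stable: it held 288 to 473 genes with 1 library left out, 770 at an FDR under 0.05 and 47 in the fit on only the groups compared. The 3 smallest FDR among genes higher in AO belonged to *otoa* (TRINITY_DN117123), *crybb1* and *col9a1*. *otoa* had a CPM of 52.7 in AO, 5.48 in NM and 0.950 in EP, a log2 fold change of 3.26 between the organs (standard error 0.096, FDR = 9.9e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *crybb1*, a lens crystallin, had 22.9 in AO and 0.500 in NM, and *col9a1*, a cartilage collagen, 28.3 and 3.30, with 51.9 in EP. Among genes higher in NM, TRINITY_DN99185_c1_g1 had 44.2 CPM in NM and 0.195 in AO, *itih2* 51.8 and 3.16, and *tf2* 57.7 and 5.45. Of the 92 genes of the NM class, 36 are on a list of liver genes and 5 on a list of pancreas genes, and of the 494 of the AO class 16 are on a list of neuron genes and 15 on a list of lens genes. These lists were written after Table S1 had been read, so part of this overlap is built in.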

We found some previously reported hair cells marker genes were detected both in AOs and NMs, including *cpv3* (parvalbumin-3, TRINITY_DN97159_c2_g2), *atoh1* (TRINITY_DN99639_c0_g1), *pou4f3* (TRINITY_DN100538_c0_g1), *six1* (TRINITY_DN104693_c4_g1, TRINITY_DN108998_c3_g1), *eya1* (TRINITY_DN116229_c3_g3, TRINITY_DN116229_c3_g4) and so on. In addition, some marker genes of presynaptic ribbon synapses, a special structure for sensory cells, including *ctbp2, rims2, otof* and *slc17a8* were also enriched in both AOs and NMs (Supplementary Table 1), most of which have more than one copies. These results also confirmed the reliability of our transcriptome assembly and quantification analysis.

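*cpv3* had a CPM of 1567 ± 16.6 in AO, 1776 ± 41.7 in NM and 55.7 ± 3.55 in EP (SD, n = 2), which are log2 fold changes of 4.81 and 4.99 to EP (FDR = 1.6e-10 and 1.0e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *atoh1* exceeded EP by log2 fold changes of 3.38 in AO and 3.71 in NM, and *pou4f3* by 3.16 and 2.91. The copies of *eya1* had log2 fold changes of 1.74 to 1.89 in AO and 1.42 to 1.52 in NM. Between AO and NM, the log2 fold changes of these genes were -0.33 to 0.47. At 12 hpt, *cpv3* fell by 1.01 on the log2 scale in AO and by 1.00 in NM, and at 24 hpt *atoh1* fell by 1.85 in AO and 1.55 in NM and *pou4f3* by 1.71 and 0.48.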

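*ctbp2* (TRINITY_DN106187_c1_g1) had a CPM of 7.93 in AO, 8.70 in NM and 0.271 in EP. The most abundant of the 5 copies of *otof* (TRINITY_DN119677_c4_g1) had 125 ± 17.0 in AO, 66.5 ± 6.32 in NM and 4.99 ± 1.72 in EP (SD, n = 2). All 5 exceeded EP, with log2 fold changes of 3.19 to 4.65 in AO and 2.70 to 3.79 in NM. *slc17a8* (TRINITY_DN109843_c0_g1) exceeded EP by 4.95 and 4.20. Of the 4 copies of *rims2*, TRINITY_DN114920_c1_g1 was called in both organs, at 3.93 and 3.18. TRINITY_DN103813_c1_g1 was called in both organs and was also higher in AO than in NM (log2 fold change 1.18, FDR = 0.0017, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TRINITY_DN104795_c0_g1 was called in AO and narrowly missed in NM (1.76, FDR = 0.011 from the same quasi-likelihood test with Benjamini-Hochberg adjustment), and TRINITY_DN79970_c0_g1, without a count in EP, was called in neither. Reads of near-identical copies could have been divided between them, so levels are per copy. From the presence of hair cell and synapse markers in both organs, the paper concludes that its assembly and quantification are reliable.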

**Fig. 2:**
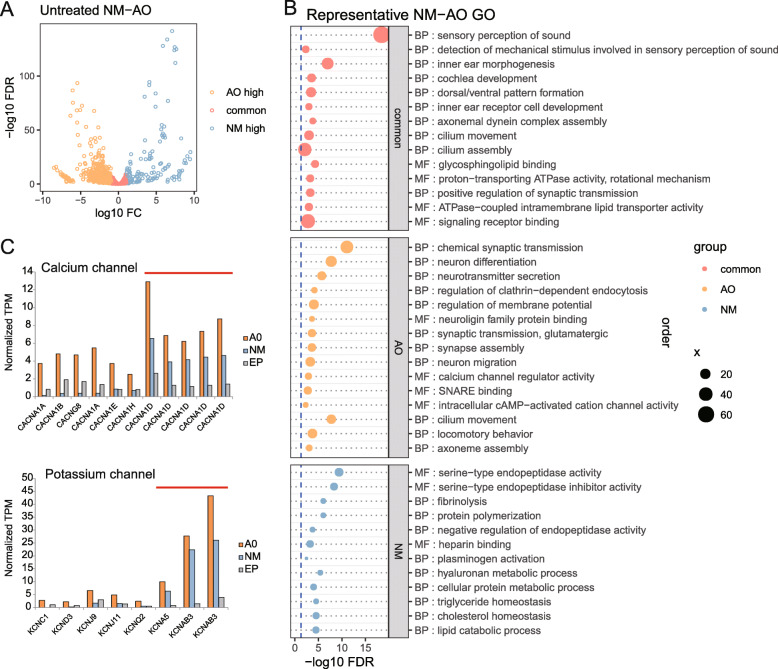
Specifically expressed genes in two types of untreated sensory organs compared to EPs and ion channel genes expression. **a** Volcano plot displays differentially and commonly expressed genes between AO and NM. **b** Representative enriched GOs in biological process (BP) and molecular function (MF) for three gene groups. **c** Expression of calcium channels (top) and potassium channels (bottom) encoding genes. Y axes are average TPM (transcripts per million) which has been TMM (trimmed mean of M-values) normalized among samples. Red lines indicate Ca_v_1.3, K_v_1.5 and K_v_β3 type channels

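In place of the GO table, which was not used here, 9 sets of genes were built from words in the protein names and symbols of the annotation, and each was tested in the 3 classes against the 21978 tested genes. Among the 1305 common genes were 35 of the 82 genes of the hearing set (odds ratio 12.1, FDR = 2.4e-20, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 27 tests) and 30 of the 122 of the cilium set (odds ratio 5.26, FDR = 5.8e-11). The neuron set (47 genes, odds ratio 1.86) and the serine protease set (14 genes, odds ratio 2.63) were weaker. The synapse set (27 genes, odds ratio 1.84, FDR = 0.0086 from Fisher's exact test with Benjamini-Hochberg adjustment) no longer passed 0.05 with replicate number as a block (FDR = 0.057).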

The gene ontology (GO) enrichment analysis indicated that common genes most participated in acoustico-lateralis system related functions, including “sensory perception of sound”, “inner ear receptor cell development”, “cilium movement” and so on. 

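The 494 AO high genes held 51 of the 455 genes of the neuron set (odds ratio 6.01, FDR = 3.2e-20, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 27 tests), 34 of the 262 of the synapse set (odds ratio 6.89, FDR = 8.6e-16) and 26 of the 122 of the cilium set (odds ratio 12.4, FDR = 2.2e-17). The cilium set was not enriched among the 47 AO high genes of the fit on only the groups compared (FDR = 1). The ion channel set (15 genes, odds ratio 1.89, FDR = 0.039 from Fisher's exact test with Benjamini-Hochberg adjustment) lost its call under DESeq2's size factors (FDR = 0.079), without a filter on low counts (0.118) and under DESeq2 (0.502).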

AO specific genes were participating in functions related to morphogenesis and physiology of neural system and cilium (Fig. 2b), such as “neuron differentiation”, “chemical synaptic transmission”, “synapse assembly”, “regulation of membrane potential”, “axoneme assembly”, “cilium movement” and “locomotory behavior” and others. Whereas, the NMs specific genes were enriched mainly in protein lysis and polymerization, as well as specific lipid homeostasis, such as “serine endopeptidase activity”, “fibrinolysis” and “protein polymerization” (Fig. 2b).

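The 92 NM high genes held 10 of the 33 genes of the protease inhibitor set (odds ratio 116, FDR = 5.8e-16, one-sided Fisher's exact test with Benjamini-Hochberg adjustment over 27 tests), 9 of the 34 of the coagulation set (odds ratio 94.8, FDR = 5.7e-14), 10 of the 99 of the serine protease set (odds ratio 29.8, FDR = 4.4e-11) and 6 of the 123 of the lipoprotein set (odds ratio 13.0, FDR = 3.9e-05). Many of these genes are made by liver and pancreas. Without the genes on lists of 8 tissues, 51 NM high genes were left. They held 2 protease inhibitors (FDR = 0.0051, same Fisher's exact test with Benjamini-Hochberg adjustment), 2 lipoproteins (FDR = 0.074), 1 serine protease (FDR = 0.343) and 0 coagulation genes. The lists were written after Table S1 had been read, and 40 of 58 liver genes and 10 of 23 pancreas genes are in it. Part of this drop is thus built in, and it does not tell RNA of liver and pancreas from expression in NM. The liver list took 0.0993% of the counts of untreated NM and 0.0178% of those of untreated AO.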

### Predominant calcium and potassium channel encoding genes for sturgeon lateral line

Several calcium channels and potassium channels coding genes were found in our transcriptome assembly. All these ion channels coding genes were expressed higher in AOs than in NMs at different degrees. 

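Table S1 lists 14 calcium and 14 potassium channel genes of 18 names. In untreated larvae, 14 of 14 calcium and 11 of 14 potassium channel genes had a higher mean CPM in AO than in NM, and for 23 of the 28 both AO libraries were above both NM libraries. The median log2 fold change was 0.95, also with the gene without a count in NM at its bound. Past the threshold were 10 genes, 5 of each kind, all higher in AO (11 adjusted over the list alone, which the paper chose on these libraries), and 15 had a log2 fold change above 1 at an unadjusted p under 0.05. Without NM untreated replicate 1, 6 were called. In the fit of edgeR's quasi-likelihood model on only the groups compared 0 were called, with 22 at an unadjusted p under 0.05 and 25 of the 28 higher in AO. *kcnc1* (TRINITY_DN92140_c1_g1) had 57.6 counts in AO and 0 in NM, at least 15.2-fold higher against a floor of 3 counts over the group. Lower in AO were *kcnj10* TRINITY_DN109037_c1_g1 (log2 fold change -0.80, FDR = 0.091), *kcnj10* TRINITY_DN94692_c0_g1 (-0.82, FDR = 0.026) and *kcnj15* (-0.65, FDR = 0.0024), with FDR from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of all 179 channel genes tested, 155 were higher in AO, 35 called higher and 1 called lower.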

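The 5 copies of *cacna1d* had a mean CPM of 7.39 (TRINITY_DN112955_c2_g1), 8.80 (TRINITY_DN112955_c2_g3), 13.0 (TRINITY_DN117567_c2_g1), 6.96 (TRINITY_DN118519_c3_g1) and 6.26 (TRINITY_DN95551_c3_g1) in untreated AO, against 4.57, 4.74, 6.61, 3.98 and 4.23 in NM and 1.16 to 2.64 in EP. The log2 fold changes of AO to NM were 0.58 to 0.97, below the threshold of 1, although TRINITY_DN117567_c2_g1 passed it without AO untreated replicate 2 or NM untreated replicate 2 and TRINITY_DN112955_c2_g3 without AO untreated replicate 2. As copies, they could have received each other's reads.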

More than one copy of *cacna1d*, which encode the voltage-gated calcium channel subunit alpha (Ca_v_1.3) were abundantly expressed in sturgeon AOs. 

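*cacna2d3*, an accessory subunit, had 6.40 ± 1.99 CPM in untreated AO (SD, n = 2), within the range of the *cacna1d* copies. The 2 copies of *cacna1a* had 5.54 ± 4.02 (TRINITY_DN119650_c2_g1) and 3.75 ± 0.0578 (TRINITY_DN93133_c3_g1), *cacna1b* had 4.85 ± 1.49 and *cacng8* 4.74 ± 0.504 (SD, n = 2). The copies of *cacna1e* had 3.80 and 1.79, and those of *cacna1h* 2.53 and 2.06. In NM, *cacna1a* TRINITY_DN93133_c3_g1 had 2.15 counts against 77.2 in AO, a ratio of 28.4 with a 95% counting interval of 8.15 to 256.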

Some other voltage-gated calcium channel genes were also detected in AOs with obviously lower levels (Fig. 2c). The relatively predominate potassium channel genes were *kcnab3* and *kcna5,* which produce the voltage-gated potassium channel subunit beta-3 (K_v_-beta-3) and potassium voltage-gated channel subfamily A member 5 (K_v_1.5), respectively (Fig. 2c, Supplementary Table 1). They were also expressed abundantly in NMs, but with lower levels compared to AOs.

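The copies of *kcnab3* had 43.6 ± 6.93 (TRINITY_DN113107_c0_g3) and 28.0 ± 4.05 CPM (TRINITY_DN113107_c0_g1) in untreated AO, and *kcna5* (TRINITY_DN119466_c5_g1) had 10.1 ± 1.25 (SD, n = 2). *kcnj15* (TRINITY_DN111736_c0_g1), an inward rectifier, had 43.3 ± 5.77, a level that the spread of the replicates does not separate from the first copy of *kcnab3*; CPM is not corrected for gene length, so it does not rank genes as TPM does. The other potassium channel genes of Table S1 had 1.51 to 6.66 CPM. EP had 3.94, 1.39 and 0.819 for the copies of *kcnab3* and for *kcna5*, and 28.7 for *kcnj15*.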

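In untreated NM, *kcnab3* had 26.6 ± 3.12 (TRINITY_DN113107_c0_g3) and 22.8 ± 4.98 CPM (TRINITY_DN113107_c0_g1), and *kcna5* 6.49 ± 0.458 (SD, n = 2). The log2 fold changes of AO to NM were 0.71 (FDR = 0.0041), 0.28 (FDR = 0.322) and 0.63 (FDR = 0.019, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), all below the threshold of 1. *kcnj15* had 68.1 ± 3.19 CPM in NM. From the mRNA levels of *cacna1d*, *kcna5* and *kcnab3* in AO and the enrichment of their orthologs in AO of paddlefish, the paper concludes that the channels of electroreception in Chondrostei resemble those of shark more than those of skate.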

### Canonical Wnt signaling pathway was up-regulated in regeneration process

We have found cell proliferation of AOs was up-regulated at 12 hpt for neomycin treated sturgeon [15]. In this study, we further investigated the expression of genes which were involved in canonical Wnt signaling pathway, during regeneration process. According to Gene Set Enrichment Analysis (GSEA) analyses, genes in canonical Wnt signaling pathway was generally up-regulated at 12 hpt both for AOs (enrichment score: 0.383) and NMs (enrichment score: 0.510), compared to untreated samples (Fig. 3a). 

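The GO term of the paper was not used here, so a list of 108 tested genes with symbols of the Wnt pathway (ligands, receptors, cytoplasmic components and inhibitors) was tested. In AO at 12 hpt against untreated, its mean log2 fold change was -0.01 and its median -0.09, with 46 of 108 genes above 0. Relative to all other genes the list was lower (limma's camera, Benjamini-Hochberg adjusted p = 0.019 over both organs), and its enrichment score was -0.248 (-0.239 and -0.322 from either replicate). In NM, the mean was 0.15 and the median 0.02, with 56 genes above 0 and an enrichment score of 0.257 (0.279 and 0.232). Camera, which ranks genes by their test statistic, placed the list on the lower side (limma, Benjamini-Hochberg adjusted p = 0.075), so the sign of the test differs from that of the mean. The call in AO held under fry (p = 2.0e-05) and under an estimated correlation (p = 0.0078), while in NM fry gave p = 0.045 on the lower side and the replicate block 0.156. The difference in response between the organs had a mean of -0.16. At 24 hpt the list was lower in both organs, with means of -0.28 in AO and -0.13 in NM.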

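Fig. 3b shows 12 genes for AO and 14 for NM, among them 2 contigs each of *wnt8b* and *egf*, 5 of *ryr2* and 2 of *myh6*. Between 12 hpt and untreated, 12 of 12 were higher in AO, 10 of them called, with a median log2 fold change of 2.28 (2.08 with the gene without a count at its bound). In NM 14 of 14 were higher, 13 of them called, with a median of 3.30 (2.34 with 3 genes at their bounds). Adjusted over the list alone, the same numbers of 10 and 13 were called, and the paper had chosen the genes on these libraries. Several had almost no counts in untreated organs. *wnt8b* TRINITY_DN102583_c1_g1 rose in NM from 0 to 20.1 counts, at least 6.91-fold higher against a floor of 3 counts over the group, and *wnt8b* TRINITY_DN102583_c1_g2 from 0.7 to 35.4 counts, a ratio of 52.2 with a 95% counting interval of 6.07 to 1470. *egf* TRINITY_DN106965_c1_g1 was at least 4.7-fold higher in NM, and in AO it had a log2 fold change of 4.05 (FDR = 2.8e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *sfrp5* had 0 counts in untreated AO and all 10 counts at 12 hpt came from replicate 1. *ryr2* and *myh6* are expressed in muscle, and a list of 97 other muscle genes rose as well, by a mean log2 fold change of 3.78 in AO (median 3.69, or 3.37 with genes at their bounds) and 5.43 in NM (5.72, or 4.99). The list took 0.0781% of counts in untreated AO and 0.899% at 12 hpt, and 0.0392% and 1.44% in NM, against 4.14% in EP. A list of 39 neuron genes rose by a mean of 1.72 in AO and 3.17 in NM. *klf4* of the NM panel is annotated *klf1*, a gene of red blood cells, whose other listed genes rose by a mean of 2.98.

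**Figure D1:**
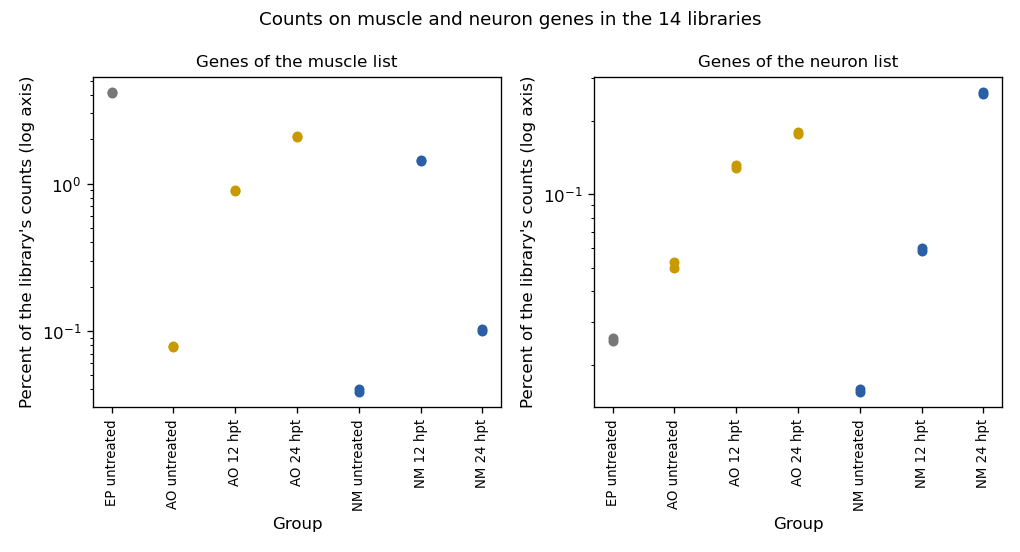
Percent of each library's counts on the lists of 102 muscle genes and 39 neuron genes, on a log axis, for EP, AO and NM untreated, at 12 hpt and at 24 hpt. Points are the 2 libraries of a group, and muscle genes take a mean of 1.44% in NM at 12 hpt against 0.0392% in untreated NM.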

The up-regulated core genes for both AOs and NMs were also basically from same families including *wnt8*, *egf* (epidermal growth factor), *ryr* (Ryanodine receptor) (Fig. 3b). These genes were also up-regulated at 24 hpt compared to untreated samples for both two sensory organs in different degrees.

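At 24 hpt, 12 of the 12 AO genes were higher than in untreated AO (10 called, median log2 fold change 2.92), and 11 of the 14 NM genes were higher than in untreated NM (9 called, median 3.74). The NM genes split between 12 hpt and 24 hpt. The 3 *ryr2* contigs TRINITY_DN113238_c1_g1, TRINITY_DN118458_c4_g1 and TRINITY_DN99607_c4_g1 and the contigs of *wnt8b* and *egf* were all higher at 24 hpt, by a mean of 1.88 ± 0.347 (SD over 7 genes). The 2 *myh6* contigs and *ryr2* TRINITY_DN99032 and TRINITY_DN99140, all 4 higher in EP than in untreated organs, had a mean of -1.60 ± 0.887 (SD over 4 genes). *mgat3*, *sfrp4* and *klf1* had a mean of -2.03 ± 0.747 (SD over 3 genes). The neuron list was higher at 24 hpt than at 12 hpt by 1.78, and the muscle list had a mean of -3.81. From these 2 time points, the paper states that the pathway was raised in both organs after neomycin.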

**Fig. 3:**
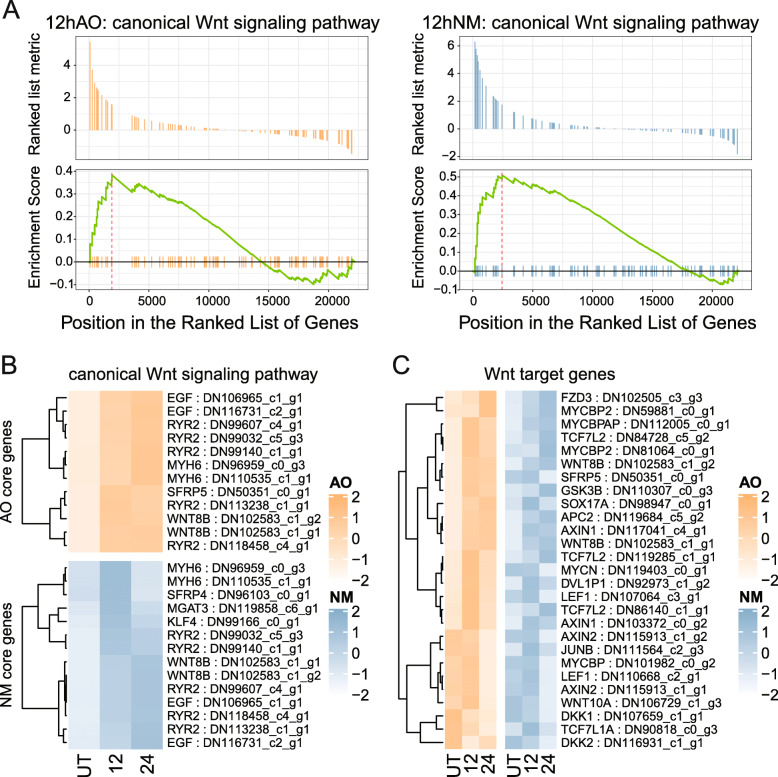
Expression profiles of genes in canonical Wnt signaling pathway during regeneration. **a** GSEA results indicate genes in canonical Wnt signaling pathway up-regulated at 12 hpt relative to untreated, for both AO (yellow, left) and NM (blue, right). **b** Heatmaps depict expression of core canonical Wnt signaling pathway genes from GSEA analyses during regeneration of AO (yellow, top) and NM (blue, bottom). Darker color represents higher relative expression level. **c** Expression of representative Wnt signaling target genes during regeneration of AO (yellow, left) and NM (blue, right). Darker color represents higher relative expression level

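Fig. 3c shows 27 target genes. The untreated group had the lowest mean of the 3 time points for 18 of them in AO and for 16 in NM, which is 66.7% and 59.3%, against 41.1% and 38.9% of all tested genes. *apc2* was called in both organs, with log2 fold changes of 2.30 in AO and 3.52 in NM at 12 hpt and of 2.65 and 5.32 at 24 hpt.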

As shown in the heatmap, most of the Wnt target genes were expressed with relatively low levels in the untreated mature AOs and NMs. Most genes were up-regulated at 12 hpt when cell proliferation of the sensory organs were reaching to the peak, and decreased at 24 hpt when the sensory receptor cells started to differentiate (Fig. 3c).

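Between untreated and 12 hpt, 22 of the 27 genes rose in AO and 21 in NM, or 81.5% and 77.8%, against 52.7% and 55.2% of all tested genes. Their median log2 fold change was 0.39 in each organ, and 3 genes were called higher in AO and 5 in NM (the same numbers adjusted over the list alone, a list the paper chose on these libraries), with 1, *dkk1*, called lower in AO (-1.23, FDR = 3.0e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between 12 hpt and 24 hpt, 20 genes fell in AO, 2 of them called, and 15 fell in NM, 2 called, while 6 were called higher in NM. A peak at 12 hpt was found for 16 genes in AO (59.3%, against 27.7% of all tested genes) and for 11 in NM (40.7%, against 29.2%).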

### Candidate key transcriptional regulation related genes in AO and NM regeneration

During the regeneration process after neomycin treatment, the phenotypic differences of the two sensory organs also increased, until the formation of fully differentiated organs which could be partial reflected by the untreated samples in our study. We hypothesize that genes whose expression differences were increased along regeneration time course may play important roles in the fate determination of these two sensory organs, regardless of whether they were specifically enriched in the organs. 

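The 4 criteria of the methods were applied to the model of all libraries: called between untreated AO and NM, not called at 12 hpt, a smaller absolute fold change at 24 hpt than untreated, and 1 direction at both. Between AO and NM, 1324 genes were called untreated, 817 at 12 hpt and 766 at 24 hpt, and 320 genes met the criteria. The count moved most in the fit on only the groups compared, to 31, and with 1 library left out it ran from 160 (without AO untreated replicate 1) to 306. It was 151 when the difference at 12 hpt also had to be smaller than at 24 hpt and 125 when only genes higher than EP were kept. A gene not called at 12 hpt is not shown to have equal levels.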

Based on this, 124 candidate genes were identified whose expressions along regeneration had both of the two following features: 1) no significant differences between AOs and NMs at 12 hpt; 2) highest divergence between untreated AOs and NMs. Of these 124 genes, relative mRNA levels of 85 genes were gradually increased in AOs and 39 genes were increased in NMs (Fig. 4a). 

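Of the 320 genes, 249 increased in AO and 71 in NM. The AO genes had a median log2 fold change of AO to NM of 0.31 at 12 hpt, 0.25 at 24 hpt and 1.72 untreated, and 111 of them had a smaller difference at 12 hpt than at 24 hpt. The NM genes had medians of -0.24, -0.34 and -1.37, and 40 had a smaller difference at 12 hpt. The change of the difference from untreated was called for 51 AO and 14 NM genes at 12 hpt, and for 67 and 8 at 24 hpt. Higher than EP in untreated larvae were 91 of the AO genes and 34 of the NM genes.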

Representative enriched GOs of these 124 genes for “biological process” and “molecular function” were shown in Fig. 4b. Specific genes involved in these processes or enabling these activities were listed in supplementary Table 2. 

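Table S2 lists 28 genes behind these terms, of which 20 met the criteria here. Between untreated AO and NM, the cilium genes *dnai2* and *rsph4a* had log2 fold changes of 1.51 and 1.07, and the contigs of *ttll6* 2.31 and 3.85. The contigs of *nefl*, a neurofilament gene, had 1.60 and 4.46. *ptch1* had 1.11 (TRINITY_DN119522_c2_g2) and 1.24 (TRINITY_DN101463_c0_g1). *dzip1*, which acts on hedgehog signaling, had 2.85 without being called (FDR = 0.032, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The cartilage collagens *col2a1* (TRINITY_DN119371_c2_g8), *col9a1*, *col9a2*, *col9a3* and *col11a2* had 1.29 to 3.54, and all but *col2a1* were higher in EP than in untreated AO. Of the 249 AO genes, 6 are on the cartilage list, 4 on the neuron list, 2 on the list of retina and olfactory genes and 2 on the blood list.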

We found some GO terms related to nervous system regeneration were enriched mostly due to AOs high expression genes, such as “axoneme assembly”, “cerebellum formation”, “neurofilament bundle assembly”, “cilium movement”, “peripheral nervous system axon regeneration”, “hedgehog receptor activity” and “structural constituent of postsynaptic intermediate filament cytoskeleton”. Whereas, GO terms related to inflammatory reaction such as “regulation of interleukin-2 biosynthetic process”, “regulation of tumor necrosis factor biosynthetic process” and “triglyceride homeostasis” were enriched mainly based on NMs genes.

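Of 2 contigs of *card9*, an adaptor of inflammatory signaling, TRINITY_DN112340_c2_g3 was higher in untreated NM (log2 fold change -1.11, FDR = 0.0026, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TRINITY_DN112340_c2_g6 had -1.71 and missed the threshold (FDR = 0.011 from the same quasi-likelihood test with Benjamini-Hochberg adjustment), although it was called without NM 12 hpt replicate 1 or 2 and with the replicate block (-1.68, FDR = 8.7e-04). The lipid genes were near 0 in AO, with 0.490 CPM of *apoa1* against 78.7 in NM, 0.0499 of *apoa4* against 5.24 and 0.540 of *pla2g12b* against 4.79. *apoa1* and *apoa4* are on the liver list, and 7 of the 71 NM genes are on that list and 5 on the pancreas list. From the enriched terms the paper states that AO genes go with the nervous system and NM genes with inflammation and triglycerides.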

**Fig. 4:**
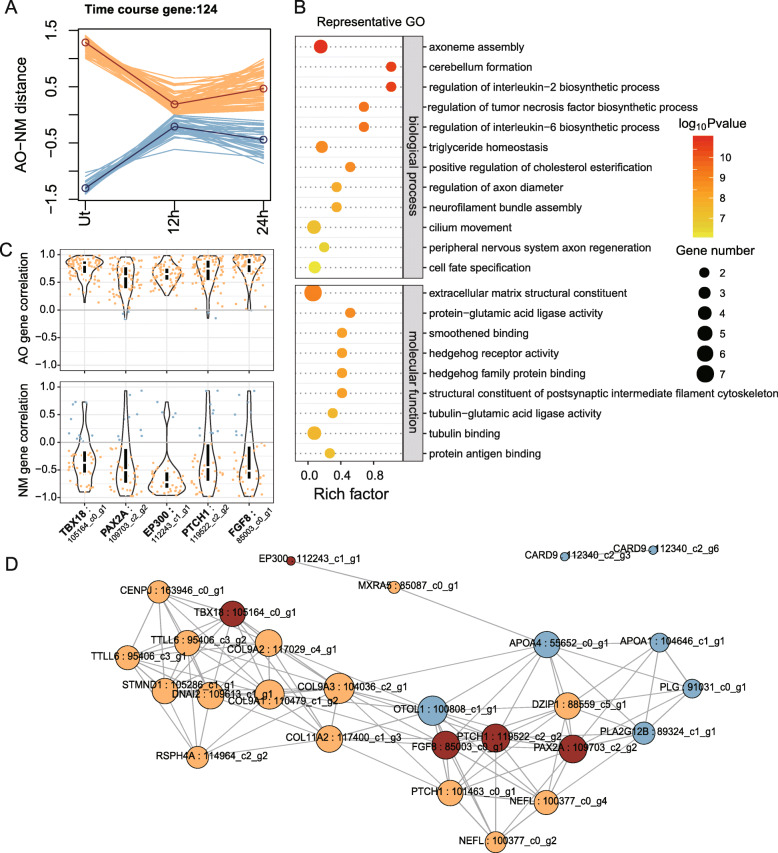
Genes with increasing expression differences between two sensory organs during regeneration time course. **a** X axis is regeneration stages. Y axis is scaled gene expression change fold of AO relative to NM. Genes of higher expression in untreated AO are colored in yellow, and higher expression genes in untreated NM are blue. Dark colored lines represent average of each gene sets. **b** Representative enriched GOs for the candidate gene set in plot A. **c** Violin plots of expression correlation to key genes involved in transcription regulation. Y axes are Pearson’s correlation coefficient to AO highly expressed genes (top) and NM highly expressed genes (bottom). Positive correlated AO high genes or negative correlated NM high genes are colored in yellow, and negative AO or positive NM genes are blue. The top and bottom sides of the black rectangles are the 3rd quartile and 1st quartile, and white lines are medians of all gene dots. **d** Co-expression network of closely correlated genes (*r*^2^ > 0.7) in representative GOs. Yellow and blue nodes represent genes highly expressed in AO or NM, respectively. Brown nodes are genes involved in transcription regulation and highly expressed in AO. The node diameter is proportional to sum of absolute value of correlation coefficients

Of all these representative genes, we noticed five transcriptional regulation related genes. Their corresponding protein products are DNA binding transcription factors Pax2a, Tbx18, transcription cofactor Ep300, as well as Fgf8 and Ptch1 which are involved in signaling transduction activated by morphogens. A violin plot illustrated the Pearson’s correlation coefficients (r) of these five genes with the other 123 genes on expression (Fig. 4c). Expressions of these genes were highly correlated with most of others. 

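Pearson's r was computed between *fgf8*, *pax2a*, *tbx18*, *ep300* and *ptch1* and each listed gene, on log2 fold changes to EP in the 6 groups of AO and NM, which all share EP. Over the 249 AO genes the median r of the 5 candidates together was 0.735 (quartiles 0.497 and 0.884), and over the 71 NM genes -0.554 (quartiles -0.775 and -0.330), where genes are not independent replicates. From replicate 1 alone the medians were 0.699 and -0.511, and from replicate 2 alone 0.733 and -0.564. Spearman's rho moved them most, to 0.543 and -0.429. Per gene, the smallest median over AO genes was that of *ep300* (0.530) and the weakest over NM genes that of *tbx18* (-0.430). The lists were selected on the difference between AO and NM, which sets part of any such correlation. Of the candidates, *pax2a* and *ptch1* met the criteria and are in the list. *fgf8* and *ep300* were not called between untreated organs, and *tbx18* had a larger difference at 24 hpt than untreated, so these are not in it. Among the other 318 listed genes the median absolute r with the list was 0.716, and the candidates stood at percentiles of 97.5 (*fgf8*), 63.8 (*ptch1*), 37.1 (*tbx18*), 36.2 (*pax2a*) and 23.9 (*ep300*).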

Generally, they were positively correlated with most AO highly expressed genes (*r* > 0.610 for half AO genes), and negatively correlated with NM genes (*r* < − 0.339 for half NM genes). 

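The median r with AO genes was 0.888 for *fgf8* (quartiles 0.766 and 0.945), 0.807 for *ptch1*, 0.721 for *tbx18* (quartiles 0.514 and 0.806) and 0.682 for *pax2a*. With 1 replicate per group, *fgf8* had 0.884 and 0.863, and *tbx18* 0.619 and 0.741. The median r with NM genes was -0.758 for *ep300* (quartiles -0.823 and -0.558), -0.562 for *fgf8*, -0.555 for *pax2a* and -0.510 for *ptch1*. *ep300* was not itself called between untreated AO and NM, and *fgf8* had 1.52 counts in untreated NM and 20.6 in AO, so its fold change there is imprecise.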

The *tbx18* and *fgf8* displayed strong correlation with half of AO high genes (*r* > 0.816 and *r* > 0.827, respectively), whereas half of NM genes have close negative correlation with EP300 (*r* < − 0.717). We also investigated pairwise gene expression correlation for representative GOs above. All gene pairs with determination coefficient (r^2^) above 0.7 were linked in the network diagram (Fig. 4d). 

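Among the candidates and *card9*, 11 pairs were computed over the 6 groups. For *fgf8* and *ptch1*, Pearson's r was 0.932 (exact permutation p = 0.0042, 0.046 after Benjamini-Hochberg adjustment of the permutation p over the 11 pairs) and Spearman's rho 0.943 (exact permutation p = 0.017). For *pax2a* and *ptch1*, r was 0.938 (exact permutation p = 0.0097, adjusted 0.053) and rho 0.829 (p = 0.058). For *fgf8* and *pax2a*, r was 0.870 (exact permutation p = 0.015, adjusted 0.056) and rho 0.714 (p = 0.136). Squared, the r were 0.869, 0.880 and 0.756. Without the 2 groups farthest from the median of the first gene, r was 0.882 for *fgf8* and *ptch1*, 0.384 for *pax2a* and *ptch1* and 0.248 for *fgf8* and *pax2a*, so the last 2 relations rest on those groups, untreated NM and AO at 24 hpt.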

Three genes, *pax2a*, *ptch1* and *fgf8*, were more closely associated. But *tbx18* and *ep300* were relatively independent with other two genes. 

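For *tbx18*, Pearson's r was 0.732 with *ep300* (exact permutation p = 0.118, Benjamini-Hochberg adjusted p of the permutation tests 0.186), 0.696 with *fgf8* (p = 0.064, adjusted 0.141), 0.667 with *ptch1* (p = 0.117, adjusted 0.186) and 0.411 with *pax2a* (p = 0.411). Spearman's rho was 0.600, 0.771, 0.543 and 0.314 (exact permutation p = 0.242, 0.103, 0.297 and 0.564). Without the 2 farthest groups, r was -0.653, -0.243, 0.585 and -0.971. For *ep300*, r was 0.543 with *fgf8*, 0.529 with *ptch1* and 0.467 with *pax2a* (exact permutation p = 0.269, 0.272 and 0.360), and rho 0.371, 0.257 and 0.543 (exact permutation p = 0.497, 0.658 and 0.297). With the other candidates, all squared r of *tbx18* and *ep300* were at most 0.536.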

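Over the 6 groups, Pearson's r of *ep300* with *card9* TRINITY_DN112340_c2_g6 was negative, at -0.794 (exact permutation p = 0.064, 0.141 after Benjamini-Hochberg adjustment of the permutation p over the 11 pairs). Spearman's rho was -0.486 (exact permutation p = 0.356). Without the 2 groups farthest from the median of *ep300*, untreated AO and untreated NM, r was -0.686, and r squared over all groups was 0.630.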

Besides, *ep300* also has a moderate positive correlation with *card9* (TRINITY_DN112340_c2_g6, *r* = − 0.797. Not shown on Fig. 4d). We suspect these five candidates might be key transcriptional regulation related genes in AO and NM specification, either by influencing extracellular signal transduction or by affecting transcription efficiency directly.

### The expression and phylogenetic analyses of the key transcriptional regulation related genes

We analyzed the relative expression for five transcriptional regulation related genes during regeneration, which were normalized to EPs. 

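In untreated larvae, *tbx18* (TRINITY_DN105164_c0_g1) had a log2 fold change of AO to NM of 2.84 (standard error 0.350, FDR = 4.2e-04), *pax2a* (TRINITY_DN109703_c2_g2) 2.54 (0.390, FDR = 0.0014) and *ptch1* (TRINITY_DN119522_c2_g2) 1.11 (0.128, FDR = 2.8e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *pax2a* lost its call without NM untreated replicate 1 or 2, with an FDR of up to 0.015 (same quasi-likelihood test and Benjamini-Hochberg adjustment). *ep300* (TRINITY_DN112243_c1_g1) had 1.22 (standard error 0.354) and was not called (FDR = 0.028 from the same quasi-likelihood test with Benjamini-Hochberg adjustment), though it was with the replicate block (1.23). *fgf8* (TRINITY_DN85003_c0_g1) had 20.6 counts in AO and 1.52 in NM, a ratio of 10.7 with a 95% counting interval of 2.03 to 73.1, and was not called (FDR = 0.013, same quasi-likelihood test and Benjamini-Hochberg adjustment); of the fits with 1 library left out, that without NM untreated replicate 1 called it. Adjusted over the list alone 5 were called and over all genes tested 3, where the paper chose the list on these libraries. DESeq2 called *tbx18* and *ptch1*, and the fit on only the groups compared 0 of the 5, with 5 at an unadjusted p under 0.05. EdgeR's exact test called 4 of the 5, all but *fgf8*, on the groups compared and 5 in 1 fit of all libraries, a setting chosen after seeing the data, and the quasi-likelihood fit called 5 at an FDR under 0.05.

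**Figure D2:**
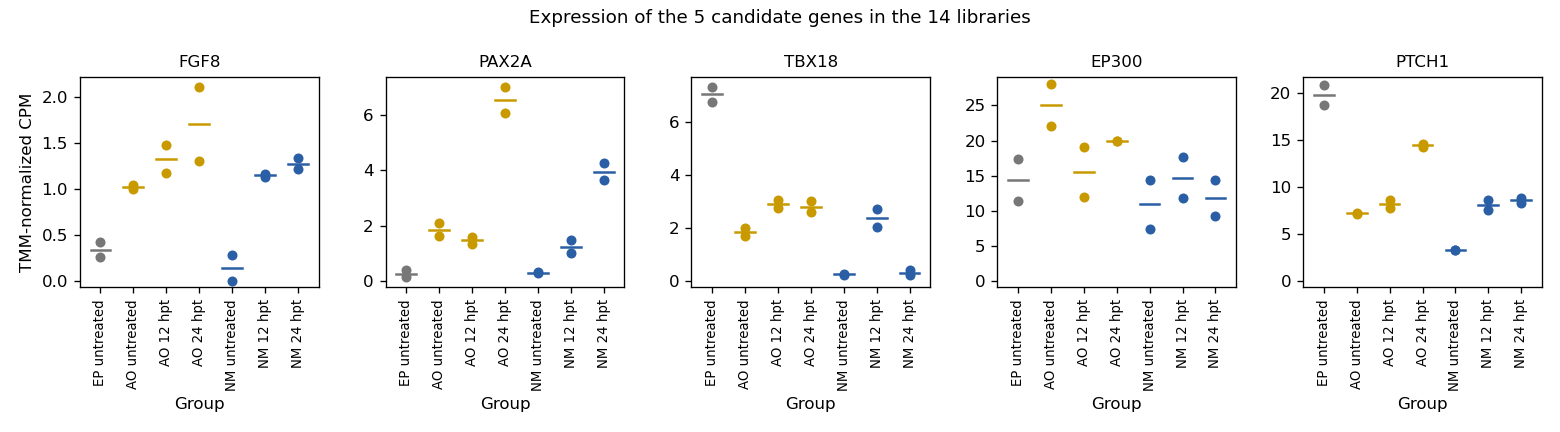
TMM-normalized CPM of the 5 candidate genes, 1 panel each, in EP and in AO and NM untreated, at 12 hpt and at 24 hpt. Points are the 2 libraries of a group and lines their mean, and *fgf8* stays below 2 CPM in the mean of every group.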

The expression levels of the five genes in AOs are significantly higher than NMs at untreated group, which suggests they could be used to distinguish mature AO and NM (Fig. 5a). Expressions of these genes relative to EPs were various. The *fgf8* and *pax2a* were highly expressed in AOs than EPs at all three time points. These two genes were also up-regulated in 12 hpt and 24 hpt in NMs, although they were not enriched in untreated NMs. 

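Mean CPM of *fgf8* was 0.342 in EP and 1.02, 1.32 and 1.70 in AO untreated, at 12 hpt and at 24 hpt. The log2 fold changes to EP were 1.55 (FDR = 0.061), 1.91 (FDR = 0.024) and 2.29 (FDR = 0.0072, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so only that at 24 hpt passed the threshold. Mean CPM of *pax2a* was 0.266 in EP and 1.86, 1.47 and 6.55 in AO. Its log2 fold changes to EP were 2.71, 2.39 and 4.53, all called (FDR = 5.1e-04, 0.0014 and 4.4e-06 from the same quasi-likelihood test with Benjamini-Hochberg adjustment).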

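In NM, *fgf8* had a mean CPM of 0.140 untreated, 1.15 at 12 hpt and 1.27 at 24 hpt, with log2 fold changes to EP of -1.36 (FDR = 0.330), 1.71 (FDR = 0.060) and 1.86 (FDR = 0.021, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *pax2a* had 0.305, 1.24 and 3.95 CPM, with log2 fold changes to EP of 0.17, 2.16 and 3.80. The latter 2 were called, and that of untreated NM ran from -0.33 to 1.05 with 1 library left out, negative without EP replicate 1.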

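Mean CPM of *ptch1* was 19.8 in EP, 7.21, 8.19 and 14.5 in AO (untreated, 12 hpt, 24 hpt) and 3.33, 8.07 and 8.59 in NM. Its log2 fold changes to EP were -1.46, -1.27 and -0.45 in AO and -2.57, -1.29 and -1.21 in NM, all called except that of AO at 24 hpt, whose size is below 1. Mean CPM of *tbx18* was 7.05 in EP, 1.86, 2.92 and 2.81 in AO and 0.250, 2.37 and 0.324 in NM, and its log2 fold changes to EP were -1.92, -1.27 and -1.33 in AO and -4.76, -1.55 and -4.36 in NM, all called.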

The expression of *ptch1* and *tbx18* are lower in AOs and NMs than that in EPs. The *ep300* was moderately up-regulated in 24 hpt and untreated AOs, and down-regulated in NMs.

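Mean CPM of *ep300* was 14.4 ± 4.17 in EP and 25.0 ± 4.19 in untreated AO (SD, n = 2), with 15.5 at 12 hpt and 19.9 at 24 hpt. The log2 fold changes of AO to EP were 0.80 untreated (FDR = 0.095), 0.10 at 12 hpt and 0.47 at 24 hpt (FDR = 0.329, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In NM the means were 10.9 ± 4.92 untreated (SD, n = 2), 14.7 at 12 hpt and 11.8 at 24 hpt, with log2 fold changes to EP of -0.42, 0.02 and -0.30. Without NM untreated replicate 2 that of untreated NM was 0.01. Of the 6 comparisons 0 were called (smallest FDR 0.095 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).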

**Fig. 5:**
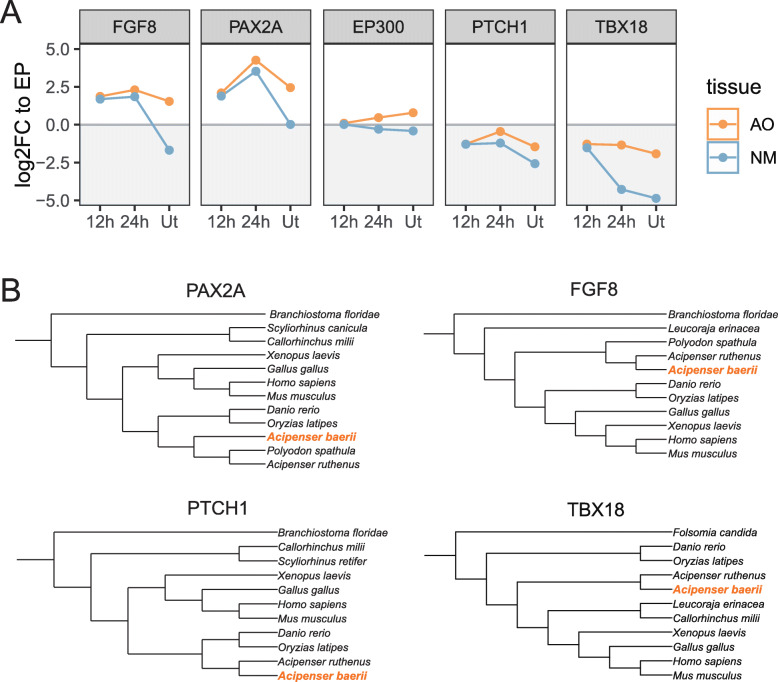
The expression and phylogenetic trees of candidate key genes. **a** Relative expression for five candidate genes during regeneration. X axis is regeneration stages. Y axis is expression change fold to EPs in log2 scale. **b** Phylogenetic trees were constructed using the ML method. Trees with the highest log likelihood were shown

More remarkably, the expression differences between AO and NM for these five genes were dynamic during regeneration. There is no expression difference at 12 hpt between two sensory organs. However, the expression divergences were exhibited at 24 hpt. 

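At 12 hpt, the log2 fold changes of AO to NM were 0.28 for *tbx18*, 0.23 for *pax2a*, 0.20 for *fgf8*, 0.08 for *ep300* and 0.02 for *ptch1*. Of the 5 genes 0 were called (smallest FDR 0.673, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0 had an unadjusted p under 0.05, and 0 were called under any other tool run. With 1.15 to 1.32 CPM of *fgf8* in these groups, only large differences could be detected. The change of the difference from untreated to 12 hpt was called for *tbx18* (2.56, FDR = 0.0075) and *ptch1* (1.10, FDR = 0.0055), and not for *pax2a* (2.31, FDR = 0.027), *fgf8* (2.71, FDR = 0.084) or *ep300* (1.14, FDR = 0.199), from the same quasi-likelihood test with Benjamini-Hochberg adjustment.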

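At 24 hpt, *tbx18* had a log2 fold change of AO to NM of 3.04 and was called (FDR = 1.0e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ep300* had 0.76 (FDR = 0.235), *ptch1* 0.75 (FDR = 8.4e-04), *pax2a* 0.73 (FDR = 0.072) and *fgf8* 0.43 (FDR = 0.643, same quasi-likelihood test with Benjamini-Hochberg adjustment), which are below the threshold of 1. Called were thus 1 of the 5, also adjusted over the list alone.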

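From 24 hpt to untreated, the log2 fold change of AO to NM grew by 2.48 for *fgf8* (FDR = 0.060), 1.81 for *pax2a* (FDR = 0.021), 0.46 for *ep300* and 0.36 for *ptch1*, and changed by -0.20 for *tbx18*. In this test of the change itself 0 of the 5 genes were called (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 2, *pax2a* and *fgf8*, had an unadjusted p under 0.05. The paper proposes that genes whose difference grows along regeneration may take part in the choice between the organs, and from the network, the levels and the functions of these 5 proposes a role for them in AO and NM specification.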

And even larger expression divergences were displayed between mature AOs and NMs.

Through transcriptome assembly, the complete CDSs of Siberian sturgeon (*Acipenser baerii*) *fgf8*, *tbx18* and *ptch1*, partial CDSs of *pax2a* and *ep300* were obtained. Based on amino acid sequences predicted (Supplementary Table 3), these Siberian sturgeon proteins/partial-proteins shared higher than 92 and 67% identities with chondrostean (sterlet and paddlefish) and human orthologs, respectively (Table 2). Furthermore, sequence alignment with orthologs suggested that over 95% of *pax2a* CDS was obtained. Unfortunately, most sequence of *ep300* is still missing*.* Phylogenetic trees of Fgf8, Tbx18, Ptch1 and Pax2a proteins were constructed using the ML method, with amphioxus or Collembola orthologs as outgroups. The sturgeon Fgf8, Tbx18, Ptch1 and Pax2a formed a cluster with other chondrostean orthologs, and separated with chondrichthyans, teleosts and tetrapods (Fig. 5b, Supplementary Table 4). These results indicate that these sturgeon genes are conserved with chondrostean orthologs.

**Table 2:** Protein sequence information of sturgeon and sequence similarity with corresponding orthologs

Protein	TRINITY gene id	Protein length (aa)	CDS type	Sequence similarity with orthologs				
				Species	Identity	Query Coverage^a^	NCBI Accession	Length (aa)
Fgf8	DN85003_c0_g1	211	complete	Sterlet	98.44%	90%	XP_034775828.1	193
				Paddlefish	92.34%	99%	ARW70855.1	198
				Zebrafish	85.78%	100%	NP_571356.2	210
				Human	86.29%	82%	NP_149353.1	244
Pax2a	DN109703_c2_g2	446	5′ partial	Sterlet	96.86%	55%	XP_034774454.1	270 partial
				Paddlefish	98.28%	52%	ADZ48384.1	284 partial
				Zebrafish	72.26%	100%	NP_571259.1	391
				Human	67.02%	100%	NP_003978.3	417
Tbx18^b^	DN105164_c0_g1	571	complete	Sterlet	93.35%	99%	XP_033860043.1	571
				Zebrafish	72.37%	100%	NP_705951.1	554
				Human	69.59%	99%	NP_001073977.1	607
Ep300^b^	DN112243_c1_g1	112	3′ partial	Sterlet	96.52%	100%	XP_034774298.1	270 partial
				Zebrafish	75.00%	78%	XP_009297682.1	2646
				Human	67.77%	100%	NP_001420.2	2414
Ptch1	DN119522_c2_g2	1458	complete	Sterlet	98.35%	100%	XP_033875282.2	1457
				Paddlefish	94.50%	28%	ABP96781.1	418 partial
				Zebrafish	75.23%	99%	NP_001292471.1	1475
				Human	80.40%	96%	NP_001077072.1	1446

^a^The sequence coverage of alignment in corresponding sturgeon protein. ^b^Sequences of paddlefish orthologs are not available

## Discussion

Two different types of lateral line system receptors were found for sturgeon, the electrosensory ampullary organs (AOs) and mechanosensory neuromasts (NMs), both of which originate from lateral line placodes. To better understand the molecular basis of differentiation for these two sensory organs, we compared the differentially expressed gene among mature AOs, NMs and general epithelia (EPs), and found some sensory organ specific genes. We also damaged sensory cells in AOs and NMs with neomycin, and compared the transcriptome of AOs and NMs in the early regeneration stages at the prospect of finding key genes for differentiation of two sensory organs. Our findings suggested the molecular basis for specification of electro- and mechano- receptor in sturgeon.

No high quality annotated Siberian sturgeon genome is public available yet and only a few transcriptome studies were reported [20–22]. In consideration of transcripts divergences are very often among different tissues, we made a de novo assembly and annotation of Siberian sturgeon lateral-line system and epithelium transcriptome as reference with strict QC criteria. The reference transcriptome sequences and gene quantifications could be publicly accessed (GEO accession: GSE151096). We believe these data would be valuable references for more related studies.

Gene names used in this article were cited directly from Swiss-Prot database targets of various species. Since the Siberian sturgeon was reported to be octoploid with more than 200 chromosomes [23], although we already use a relatively strict criteria to define orthologs (long ORF, at least 70% query has 50% identity), it is still possible that annotated genes were classified to be correct gene family but not the exact family members. Therefore, further evidences from evolution, function and expression are needed to verify our findings.

Recent studies suggested the crucial role of calcium and potassium channels as molecular basis of electroreception for sharks and skates, and evolutionary changes in ion channel structure facilitate sensory adaptation [24, 25]. Sharks and skates use the voltage-gated calcium channel Ca_v_1.3 to initiate cellular activity, however, they utilize voltage-gated potassium channels and calcium-activated potassium channel to modulate their electrosensory cell activity, respectively. In our AOs and NMs transcriptomes for sturgeon, several different subtypes of calcium channels encoding genes were found (Fig. 2c). In Siberian sturgeon, among several calcium and potassium channel subtypes, the voltage-gated calcium channel subunit alpha Ca_v_1.3 encoding gene (*cacna1d*) and voltage-gated potassium channel encoding genes (*kcna5, kcnab3*) have the highest mRNA levels in AOs (Fig. 2c). Besides, in paddlefish, which also belongs to chondrostean, all the three orthologous genes were detected to be enriched in AOs [18]. These indicate that the calcium and potassium channels for electroreception in Chondrostei are similar to that in shark rather than skate. The electroreceptor of sturgeon and shark is mainly used for predation, whereas skates also use it for intraspecies communication. The voltage-gated potassium channels are used for rapid vesicular release from elaborate ribbon synapses, which is adaptive for predation [24, 25].

Recent years, Backer et al. reported several works on AOs and NMs gene expression for paddlefish [16–18, 26], which is relative close to sturgeon phylogenetically. We found many consistencies between our study and theirs. Besides the ion channel encoding genes mentioned above, we found expressions of *cpv3, atoh1, notch1, jag1, fgf3, rims2, ctbp2, slc17a8, otof, sox1, myt1, eya1, six1b* and some other genes were enriched in lateral line receptors of sturgeons compared to EPs (Supplementary Table 1). These genes were also highly expressed in paddlefish lateral line system, and most were reported essential for hair cell formation in various species. For example, protein product of *cpv3* (Parvalbumin-3) was also reported as the major Ca^2+^ buffer in mechanosensory hair cells of the inner ear of bullfrog and chicken [27], which is also a marker gene of skate electrosensory and mechanosensory hair cells [10], as well as a marker of zebrafish inner ear and lateral line hair cells [28, 29]. The *atoh1* is required for zebrafish hair cell formation in both the inner ear and lateral line [30]. The *atoh1*and *pou4f3* are known as transcriptional regulators for the proper differentiation and/or survival of vestibular and auditory hair cells for mouse [31, 32], which were also expressed in both developing NMs and AOs for paddlefish [26]. The expression of these genes in AOs and NMs suggests their common critical role in mechanoreceptor and electroreceptor formation. The *ctbp2, rims2, otof* and *slc17a8* are important markers of presynaptic ribbon synapse, which is a special structure in sensory cells like electroreceptor, mechanoreceptor and photoreceptor [24, 26, 33]. This suggests these sensory organs share common structure and molecular components, although they carry out distinct function.

Embryonic development and regeneration share a number of common regulation pathways. During embryonic stage, both of the AOs and NMs are located in lateral line placodes and closed to each other, so it is hard to separate them. Our previous study suggested that the gene involving AOs and NMs development is also up-regulated during AOs and NMs regeneration [15]. Wnt signaling is a critical pathway for NMs development and regeneration [34, 35]. In this study, we found not only Wnt signaling components, but Wnt target genes were up-regulated at 12 hpt (Fig. 3) when proliferation of supporting cell reached to highest level in AOs and NMs [15]. Therefore, investigating the regeneration related genes of AOs and NMs is helpful to decipher the mechanism of these two organs differentiation.

From our transcriptome analyses, we found five candidate genes might be key transcriptional regulation related genes during AO and NM regeneration, including *pax2a, tbx18, fgf8, ep300* and *ptch1.* These five genes were seldom reported in ampullary organs for other species. However, in zebrafish NMs, *pax2a* is expressed in hair cells, *fgf8a* is expressed in mantle cells [34, 36]. Besides, *pax2a* was also expressed in the otic region in zebrafish embryo [37]. In addition, as transcription factors/cofactor or components of signaling transduction, these five genes have ever been reported involving otic morphogenesis through patterning and segmentation [38–43]. Specially, zebrafish *pax2a* was essential for hair cell development [44, 45]. Ep300 functions as histone acetyltransferase and regulates transcription via chromatin remodeling [46], which was also reported to participate in regulation of neuronal differentiation [47, 48].

The essential effects of the above five genes in cell differentiation and organ development also suggest their potential roles to participate in regulations of AOs and NMs regeneration and differentiation. Furthermore, more and more evidences have suggested that not only expression, but also the dynamic “appropriate dosage” of regulatory genes are much more crucial for normal development and differentiation. For example, differential levels of zebrafish Pax2a modulate precursor cells towards the otic placode and epibranchial placodes, respectively [49]. Fgf8 protein distributes in an anterior to posterior gradient to regulate the neocortex patterning [50]. Sonic Hedgehog acts in a graded manner to pattern the ventral neural tube, and different concentrations of Shh induce the formation of distinct neuronal subtypes [51–53]. Expression levels of *tbx18* were found temporally changed in the developing of somites [54, 55]. Since NMs and AOs derived from the central and flanking field of lateral line placode, respectively [12, 16], it is possible that morphogens and transcription factors presented a gradient along the placode as the regulators for AO and NM specification. Thus, these five candidates may also be involved in mechano- and electro-receptor differentiation in a “dosage-related” manner.

Furthermore, *ptch1*coding protein is an inhibitory receptor of Shh signaling [39, 53]. Both of *ptch1* and *fgf8* expression are positive correlated with most AOs high genes and negative correlated with NMs high genes (Fig. 4c), it suggests Shh and Fgf signaling plays distinct role in AOs and NMs specification, respectively. The dual signaling system here in lateral line sensory receptor regeneration is reminiscent of neural tube pattern induced by Shh and Bmp signaling [56]. As reported, *Pax* could be regulated by Shh signaling, and *Tbx* are targets of Fgf signaling [57, 58]. So, the fate of AOs and NMs is probably determined by Fgf and Shh signaling, which functions through transcription factors Tbx18 and Pax2a. More evidences are needed to test this hypothesis.

## Conclusions

Our study provided a de novo assembled and annotated transcriptome of Siberian sturgeon (*Acipenser baerii*). We located some specific genes of ampullary organs (AOs) and neuromasts (NMs) and predominately expressed ion channel encoding genes for sturgeon, which may take critical role in mechanoreceptor and electroreceptor formation. We also predicted several candidate key transcriptional regulation related genes might be important for AOs and NMs differentiation in a “dosage-related” manner through Fgf and Shh signaling transduction.

## Methods

### Tissue collection and RNA extraction

One day-post fertilization Siberian sturgeon (*Acipenser baerii*) embryos were bought from Dalian Yongxin Sturgeon Development Company, and raised to stage 45 (10 day-post hatching) in artificial fresh water (63 mg CaSO_4_, 10 mg MgSO_4_, 4 mg KCl, 1.1 mg NaH_2_PO_4_ per liter of dH_2_O) at 18-20 °C. To obtain adequate RNAs for following sequencing library construction (at least 1 μg each library), corresponding tissues at each control and experimental condition were collected from 15 larvae and pooled together, respectively. Total 45 larvae were divided into 3 groups randomly (*n* = 15 each). For untreated control group, larvae were incubated with 0.02% 2-amino-benzoic acid ethyl ester (MS222; Sigma) for 10 min until immersion anaesthesia. Then, sensory epithelia of neuromasts (NMs) and ampullary organs (AOs) at the ventral side of head, and general epithelia (EPs) at the ventral side of trunk were separated under fluorescence stereomicroscope using dissecting knife after visualized with 0.005% DASPEI. For the other two groups, larvae were treated with 200 μM neomycin for 1 h to ablate the sensory cells in NMs and AOs as described previously [15], then NMs and AOs were separated at 12 h-post treatment (hpt) and 24 hpt respectively as above after larvae were anaesthetized. Dissected EPs, NMs and AOs at each control and experimental condition from multiple larvae were pooled together respectively, and each pooled sample was divided into two parts for RNA extraction. Total RNAs of each sample were extracted using TRIzol reagent (Invitrogen) according to manufacturer instructions.

### RNA-Seq library construction and sequencing

The quantity of total RNA was determined using a Qubit fluorometer (Life Technologies). The quality of RNA was assessed by measuring RINs using Bioanalyzer Chip RNA 7500 series II (Agilent). One microgram of total RNA from each sample was used to prepare an mRNA-Seq library with TruSeq™ RNA Sample Prep Kit (Illumina), following the manufacturer’s instructions. Library quality control was performed with a Bioanalyzer Chip DNA High Sensitive (Agilent). Each library had an insert size of 300–400 bps, and 2 X 109 bps paired-end sequences were generated using Hiseq 1500 (Illumina).

### De novo transcriptome assembly and annotation

As illustrated by the flowchart (Figure S1), RNA-Seq reads were cleaned by Trimmomatic [59] to remove Illumina adapters. The first 13 bases were cut off from the start of reads. Bases below Q3 were cut off if at the beginning or end of a read. Reads were scanned from 5′ end with a 40-bases wide sliding window, and rest bases on 3’end were discarded when the average base quality below Q30. Reads were discarded if below 70 bases in length. Only paired reads were used in the following assembling and mapping procedure. Cleaned reads from all tissues were pooled and assembled a de novo transcriptome by Trinity (v2.6.6) with default parameters.

Open reading frames (ORF) and corresponding peptides were predicted by TransDecoder for contigs. Only peptides longer than 100 aa were kept in the following annotation. Orthologs of long peptides to Swiss-Prot proteins (ftp://ftp.uniprot.org/pub/databases/uniprot/current_release/knowledgebase/complete/uniprot_sprot.fasta.gz) were obtained using NCBI blastp and high quality orthologs (query coverage above 70% and identity above 50%) were kept. The sterlet proteome was downloaded from NCBI (ftp://ftp.ncbi.nlm.nih.gov/genomes/all/GCA/004/119/895/GCA_004119895.1_ASM411989v1/). Sturgeon orthologs to sterlet were done by OrthoMCL [60] using default option (identity > 50% and E-value < 10^− 5^). Orthologs to Swiss-Prot and sterlet are merged together to get a reference Sturgeon transcriptome.

### Gene quantification, sample expression comparison and identification of differentially expressed genes

Cleaned reads of each sample were aligned to the annotated contigs following RSEM procedure in Trinity, to get gene counts and TMM (trimmed mean of M-values) normalized TPM (Transcripts per million). Pairwise Euclidean distances between samples were calculated based on TMM normalized gene expression, then sample hierarchical cluster was generated by R function hclust(). The gene expression change folds between tissue groups were detected by edgeR [19] using Fisher’s exact test model. The genes with more than 2-fold changes in expression (absolute value of log_2_FC > 1 and FDR < 0.01) between groups were considered as differentially expressed genes. Pairwise Euclidean distances between different tissue groups were calculated based on relative gene expression levels to EPs (log_2_FC to EPs) from edgeR results.

### Identification of genes with increased expression divergence between two organs during regeneration

Gene expression fold-change of AOs to NMs for every time point were calculated by edgeR. During regeneration course, genes with increased expression divergence between two organs were considered to be correlated with two organ differentiation. Genes were defined as having increased expression divergence when they meet the following requirements at the same time: 1) Genes had significant expression difference (absolute value of log_2_FC > 1 and FDR < 0.01) between untreated AOs and NMs; 2) genes had no difference at 12 hpt between two organs; 3) The fold-change between AOs and NMs at 24 hpt was smaller than that between untreated organs; 4) Gene expression levels in untreated AOs and 24 hpt AOs were either both higher than corresponding NMs at these two time points, or both lower than corresponding NMs.

Pairwise gene expression correlation coefficients (r) were calculated using R function cor(), based on relative gene expression levels to EPs (log_2_FC to EPs) from edgeR results. Gene pairs with *r*^2^ > 0.7 were considered as closely correlated genes. The R package igraph (https://igraph.org/r/) was used to generate co-expression network.

### Gene ontology (GO) enrichment and gene set enrichment analysis (GSEA)

GO annotation database of Swiss-Prot genes was downloaded from UniProt website. GOs of sturgeon transcripts were obtained according to annotation of Swiss-Prot targets. Enrichment analysis of target genesets were done by in-house R scripts using phyper() as the core function, built on that target gene number within the geneset is in hypergeometric distribution with all annotated genes as background. GSEA analysis was done by R package clusterProfiler [61]. Functions of genesets were classified by the annotation to GO biological process.

### Phylogenetic analysis

Protein sequences of Sturgeon gene were predicted by TransDecoder. Sequence identities of Sturgeon proteins and orthologs were obtained by blastp. Peptide sequences of orthologs were downloaded from NCBI (Supplementary Table 4). Gene trees were estimated by MEGA-X using Maximum likelihood (ML) method. After model test, the substitution model with the lowest BIC scores was selected to generate the ML phylogenetic tree for each gene. The trees were subsequently visualized and annotated by iTOL (https://itol.embl.de/).

## Supplementary Information

**Additional file 1.**

**Additional file 2.**

## Data Availability

The raw sequences and reference transcriptome as well as other processed data in this study could be accessed by GEO (GSE151096) on the National Center for Biotechnology Information (NCBI) website.

## Abbreviations

AO: Ampullary organ
NM: Neuromast
EPs: General epithelia
hpt: hour-post treatment
RIN: RNA Integrity Number
ORF: Open reading frame
NCBI: National Center for Biotechnology Information
GEO: Gene Expression Omnibus
GO: Gene Ontology
GSEA: Gene Set Enrichment Analysis
QC: Quality Control
RSEM: RNA-Seq by Expectation-Maximization
FC: Fold of change
FDR: False Discovery Rate

## References

[1] Schlosser G (2002). Development and evolution of lateral line placodes in amphibians. – II. Evolutionary diversification. Zoology..

[2] Crampton WGR (2019). Electroreception, electrogenesis and electric signal evolution. J Fish Biol.

[3] Teeter JH, Szamier RB, Bennett MVL (1980). Ampullary electroreceptors in the sturgeonScaphirhynchus platorynchus (rafinesque). J Comp Physiol.

[4] Gibbs MA, Northcutt RG (2004). Development of the lateral line system in the shovelnose sturgeon. Brain Behav Evol.

[5] Modrell MS, Bemis WE, Northcutt RG, Davis MC, Baker CVH (2011). Electrosensory ampullary organs are derived from lateral line placodes in bony fishes. Nat Commun.

[6] Freitas R, Zhang G, Albert JS, Evans DH, Cohn MJ (2006). Developmental origin of shark electrosensory organs. Evol Dev.

[7] Northcutt RG, Catania KC, Criley BB (1994). Development of lateral line organs in the axolotl. J Comp Neurol.

[8] Torroba M, Barrutia MG, Zapata AG (1991). Fine structure and histochemistry of the ampullary organ of the urodele amphibian Pleurodeles. Tissue Cell.

[9] Northcutt RG, Brändle K, Fritzsch B (1995). Electroreceptors and Mechanosensory lateral line organs Arise from single Placodes in axolotls. Dev Biol.

[10] Gillis JA, Modrell MS, Northcutt RG, Catania KC, Luer CA, Baker CVH (2012). Electrosensory ampullary organs are derived from lateral line placodes in cartilaginous fishes. Development..

[11] Baker CVH, Modrell MS, Gillis JA (2013). The evolution and development of vertebrate lateral line electroreceptors. J Exp Biol.

[12] Northcutt RG (1997). Evolution of Gnathostome lateral line ontogenies. Brain Behav Evol.

[13] McPherson DR (2018). Sensory hair cells: an introduction to structure and physiology. Integr Comp Biol.

[14] Gillespie PG, Müller U (2009). Mechanotransduction by hair cells: models, molecules, and mechanisms. Cell..

[15] Fan C, Zou S, Wang J, Zhang B, Song J (2016). Neomycin damage and regeneration of hair cells in both mechanoreceptor and electroreceptor lateral line organs of the larval Siberian sturgeon (Acipenser baerii). J Comp Neurol.

[16] Modrell MS, Baker CVH (2012). Evolution of electrosensory ampullary organs: conservation of Eya4 expression during lateral line development in jawed vertebrates. Evol Dev.

[17] Modrell MS, Tidswell ORA, Baker CVH (2017). Notch and Fgf signaling during electrosensory versus mechanosensory lateral line organ development in a non-teleost ray-finned fish. Dev Biol.

[18] Modrell MS, Lyne M, Carr AR, Zakon HH, Buckley D, Campbell AS, Davis MC, Micklem G, Baker CVH (2017). Insights into electrosensory organ development, physiology and evolution from a lateral line-enriched transcriptome. eLife..

[19] Robinson M, McCarthy D, Smyth G (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics (Oxford, England).

[20] Song W, Jiang K, Zhang F, Lin Y, Ma L (2015). Transcriptome sequencing, De novo assembly and differential gene expression analysis of the early development of Acipenser baeri. PLoS One.

[21] Vidotto M, Grapputo A, Boscari E, Barbisan F, Coppe A, Grandi G, Kumar A, Congiu L (2013). Transcriptome sequencing and de novo annotation of the critically endangered Adriatic sturgeon. BMC Genomics.

[22] Yue H, Li C, Du H, Zhang S, Wei Q (2015). Sequencing and De novo assembly of the gonadal Transcriptome of the endangered Chinese sturgeon (Acipenser sinensis). PLoS One.

[23] Birstein VJ, Poletaev AI, Goncharov BF (1993). DNA content in eurasian sturgeon species determined by flow cytometry. Cytometry..

[24] Bellono NW, Leitch DB, Julius D (2018). Molecular tuning of electroreception in sharks and skates. Nature..

[25] Bellono NW, Leitch DB, Julius D (2017). Molecular basis of ancestral vertebrate electroreception. Nature..

[26] Baker CVH, Modrell MS (2018). Insights into electroreceptor development and evolution from molecular comparisons with hair cells. Integr Comp Biol.

[27] Heller S, Bell AM, Denis CS, Choe Y, Hudspeth AJ (2002). Parvalbumin 3 is an abundant Ca2+ buffer in hair cells. J Assoc Res Otolaryngol.

[28] Hsiao C-D, Tsai W-Y, Tsai H-J (2002). Isolation and expression of two zebrafish homologues of parvalbumin genes related to chicken CPV3 and mammalian oncomodulin. Mech Dev.

[29] McDermott BM, Asai Y, Baucom JM, Jani SD, Castellanos Y, Gomez G, McClintock JM, Starr CJ, Hudspeth AJ (2010). Transgenic labeling of hair cells in the zebrafish acousticolateralis system. Gene Expr Patterns.

[30] Millimaki BB, Sweet EM, Dhason MS, Riley BB (2007). Zebrafish atoh1 genes: classic proneural activity in the inner ear and regulation by Fgf and notch. Development..

[31] Bermingham NA, Hassan BA, Price SD, Vollrath MA, Ben-Arie N, Eatock RA, Bellen HJ, Lysakowski A, Zoghbi HY (1999). Math1: an essential gene for the generation of inner ear hair cells. Science..

[32] Xiang M, Gao WQ, Hasson T, Shin JJ (1998). Requirement for Brn-3c in maturation and survival, but not in fate determination of inner ear hair cells. Development..

[33] Camacho S, Ostos MDV, Llorente JI, Sanz A, García M, Domezain A, Carmona R (2007). Structural characteristics and development of Ampullary organs in Acipenser naccarii. Anat Rec.

[34] Jiang L, Romero-Carvajal A, Haug JS, Seidel CW, Piotrowski T (2014). Gene-expression analysis of hair cell regeneration in the zebrafish lateral line. Proc Natl Acad Sci.

[35] Wada H, Ghysen A, Asakawa K, Abe G, Ishitani T, Kawakami K (2013). Wnt/Dkk negative feedback regulates sensory organ size in Zebrafish. Curr Biol.

[36] Lush ME, Diaz DC, Koenecke N, Baek S, Boldt H, St Peter MK, Gaitan-Escudero T, Romero-Carvajal A, Busch-Nentwich EM, Perera AG, Hall KE, Peak A, Haug JS, Piotrowski T (2019). scRNA-Seq reveals distinct stem cell populations that drive hair cell regeneration after loss of Fgf and Notch signaling. eLife.

[37] Pfeffer PL, Gerster T, Lun K, Brand M, Busslinger M (1998). Characterization of three novel members of the zebrafish Pax2/5/8 family: dependency of Pax5 and Pax8 expression on the Pax2.1 (noi) function. Development..

[38] Naiche LA, Harrelson Z, Kelly RG, Papaioannou VE (2005). T-Box Genes in Vertebrate Development. Annu Rev Genet.

[39] Chen Y, Struhl G (1996). Dual roles for patched in sequestering and transducing hedgehog. Cell..

[40] Torres M, Gomez-Pardo E, Gruss P (1996). Pax2 contributes to inner ear patterning and optic nerve trajectory. Development..

[41] Léger S, Brand M (2002). Fgf8 and Fgf3 are required for zebrafish ear placode induction, maintenance and inner ear patterning. Mech Dev.

[42] Trowe M-O, Maier H, Schweizer M, Kispert A (2008). Deafness in mice lacking the T-box transcription factor Tbx18 in otic fibrocytes. Development..

[43] Zarei S, Zarei K, Fritzsch B, Elliott KL (2017). Sonic hedgehog antagonists reduce size and alter patterning of the frog inner ear. Dev Neurobiol.

[44] Riley BB, Chiang M, Farmer L, Heck R (1999). The deltaA gene of zebrafish mediates lateral inhibition of hair cells in the inner ear and is regulated by pax2.1. Development..

[45] Whitfield TT, Riley BB, Chiang M-Y, Phillips B (2002). Development of the zebrafish inner ear. Dev Dyn.

[46] Tropberger P, Pott S, Keller C, Kamieniarz-Gdula K, Caron M, Richter F, Li G, Mittler G, Liu Edison T, Bühler M, Margueron R, Schneider R (2013). Regulation of transcription through acetylation of H3K122 on the lateral surface of the histone Octamer. Cell..

[47] Li X, Chen X, Zhou W, Ji S, Li X, Li G, Liu G, Wang F, Hao A (2017). Effect of melatonin on neuronal differentiation requires CBP/p300-mediated acetylation of histone H3 lysine 14. Neuroscience..

[48] Choi M, Ko SY, Lee IY, Wang SE, Lee SH, Oh DH, Kim Y-S, Son H (2014). Carbamylated erythropoietin promotes neurite outgrowth and neuronal spine formation in association with CBP/p300. Biochem Biophys Res Commun.

[49] McCarroll MN, Lewis ZR, Culbertson MD, Martin BL, Kimelman D, Nechiporuk AV (2012). Graded levels of Pax2a and Pax8 regulate cell differentiation during sensory placode formation. Development..

[50] Toyoda R, Assimacopoulos S, Wilcoxon J, Taylor A, Feldman P, Suzuki-Hirano A, Shimogori T, Grove EA (2010). FGF8 acts as a classic diffusible morphogen to pattern the neocortex. Development..

[51] Marti E, Bumcrot DA, Takada R, McMahon AP (1995). Requirement of 19K form of sonic hedgehog for induction of distinct ventral cell types in CNS explants. Nature..

[52] Briscoe J (2009). Making a grade: sonic hedgehog signalling and the control of neural cell fate. EMBO J.

[53] Dessaud E, Yang LL, Hill K, Cox B, Ulloa F, Ribeiro A, Mynett A, Novitch BG, Briscoe J (2007). Interpretation of the sonic hedgehog morphogen gradient by a temporal adaptation mechanism. Nature..

[54] Bussen M, Petry M, Schuster-Gossler K, Leitges M, Gossler A, Kispert A (2004). The T-box transcription factor Tbx18 maintains the separation of anterior and posterior somite compartments. Genes Dev.

[55] Kraus F, Haenig B, Kispert A (2001). Cloning and expression analysis of the mouse T-box gene Tbx18. Mech Dev.

[56] Tanabe Y, Jessell TM (1996). Diversity and pattern in the developing spinal cord. Science..

[57] Cairns DM, Sato ME, Lee PG, Lassar AB, Zeng L (2008). A gradient of Shh establishes mutually repressing somitic cell fates induced by Nkx3.2 and Pax3. Dev Biol.

[58] Isaac A, Cohn MJ, Ashby P, Ataliotis P, Spicer DB, Cooke J, Tickle C (2000). FGF and genes encoding transcription factors in early limb specification. Mech Dev.

[59] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics (Oxford, England).

[60] Li L, Stoeckert CJ, Roos DS (2003). OrthoMCL: identification of Ortholog groups for eukaryotic genomes. Genome Res.

[61] Yu G, Wang LG, Han Y, He QY (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

How the deposited data were processed for this re-analysis (not part of the article)

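RNA of ampullary organs (AO) and neuromasts (NM) of Siberian sturgeon larvae was sequenced without treatment and at 12 hpt and 24 hpt after 200 µM neomycin for 1 h, with general epithelium (EP) of untreated larvae as the reference, in 14 libraries of 7 groups. The authors trimmed reads with Trimmomatic, assembled all libraries together with Trinity, kept contigs with a protein match in Swiss-Prot or the sterlet, and counted reads per assembled gene with RSEM in the Trinity procedure. The deposited values are expected counts per gene and library, not scaled to library size; the versions of RSEM and of the aligner are not given in the sources used here. The table holds 23448 genes, of which 2 have no count, 801 have no annotation and 22647 have one, and all of its 14 columns of values were used. Fractions arise because RSEM shares a read between contigs that match it equally, so counts of near-identical copies are not independent. Each group was matched to its libraries by the organ, treatment time and replicate in the labels.

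Totals ran from 7121038 to 10067958 counts per library. Genes with few counts have wide limits; counting intervals (95%, exact binomial) and floors (3 counts over the group) cover counting error only. Within groups, the spread between replicates per gene was 7.26 to 10.7 times that of pure counting (chi-square per degree of freedom). Tissue of 15 larvae was pooled per condition and each pool was divided into 2 parts for RNA extraction, so the replicates are technical from that step on and the tests speak of these pools, not of larvae.

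Expected counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr by group, quasi-likelihood fit), limma 3.58.1 (camera and fry), DESeq2 1.42.0 and fgsea 1.28.0. One model with a mean for each of the 7 groups was fitted to all 14 libraries and 21978 genes, with a common biological coefficient of variation of 0.121. A gene was called at an absolute log2 fold change above 1 and a Benjamini-Hochberg FDR under 0.01, the thresholds of the paper. Contrasts compared AO with NM at each time, each organ with EP, 12 hpt and 24 hpt with untreated, and the response of the organs with each other (interaction). Libraries were clustered by Euclidean distance on log2 CPM with a pseudocount of 1 and complete linkage, and AO and NM were compared on edgeR's log2 fold changes to EP with edgeR's default prior count over genes with at least 1 count. Gene lists (a Wnt pathway list, 10 marker lists for lens, liver, pancreas, muscle, cartilage, neurons, retina and olfactory epithelium, blood, proliferation and hair cells) were tested with camera at a preset correlation of 0.01, and 9 keyword sets with one-sided Fisher's exact tests. Lists were written by symbol and protein name after Tables S1 and S2 had been read. Correlations of the candidate genes used the 6 groups of AO and NM as points, with exact permutation tests for named pairs.

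The named genes are those that the paper names by identifier, those of Table S2, the channel genes of Table S1, those of Fig. 3b and 3c, all copies in Table S1 of *ctbp2*, *rims2*, *otof* and *slc17a8*, and the 3 genes with the smallest FDR in each direction between untreated AO and NM. Not every gene that this rule names is reported here. The values of Tables S1 and S2 had been read when this rule was written. The rule, the lists, the tests of the paper's statements and the alternatives were set before the data were examined, except for the tests of explanations that the closing parts name as chosen later and for 4 alternatives that were chosen after seeing the data: the exact test in 1 fit of all libraries, the same with candidates ordered without a test at 12 hpt, and the distances and candidates without the genes of 8 tissue lists. The other alternatives were DESeq2's size factors (RLE) in place of TMM, no filter, a filter of CPM above 1 in 2 libraries, edgeR's exact test and the quasi-likelihood model on only the groups compared, DESeq2's Wald test, an FDR under 0.05, the replicate number as a block, libraries thinned to a total of 7120987, other pseudocounts and prior counts, Spearman's rho, stricter and wider definitions of the classes and candidates, and each library left out in turn.

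The numbers of the replicates come from the labels. After removing group means, replicates with the same number in different groups correlated with r of 0.125 to 0.232 (median 0.194) in 21 of 21 pairs of groups, all over the minimum of 0.1, so the replicate number was also fitted as a block; the paper gives no batch that it could stand for.

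The fit was tested on simulated data with 200 changed genes. The quasi-likelihood model of all libraries recovered 175 (87.5%) between untreated AO and NM with 0 false calls, and 150 (75.0%) of the changes in the interaction with 2 false calls. On only the groups compared it recovered 159 with 5 false calls, the exact test 186 with 54, the exact test in 1 fit of all libraries 186 with 17, DESeq2 176 with 5, and the block 173 with 0. The simulated groups shared 1 spread per gene and had no effect of replicate number, as the fit of all libraries assumes. In the data, that fit called 1142 genes higher in AO and 182 in NM, against 78 and 67 on only the groups compared. The simulation thus does not decide between these fits. Comparisons with a shared group were set against 5 simulated runs without an effect.

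The assembly itself, the phylogeny, the GO analysis and the lengths needed for TPM were not analysed here, and no genome was used.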

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

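The tests of tissue of the kind in EP at 12 hpt, of lens and neuron RNA in NM at 24 hpt, of lens, liver and pancreas genes outside Tables S1 and S2, of *wnt8b*, *egf* and *ryr2* (against muscle in either organ and neurons), and of red blood cells were chosen after the results were seen, and the tests of the liver, pancreas and muscle lists were not. Camera called 35 of the 50 tests of 10 lists, and 35 of these 35 held under fry, which called 48.

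The response to neomycin at 12 hpt differed between the organs. In the interaction test, 394 genes were called, 305 with a larger rise or smaller fall in NM and 89 in AO (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the 305, 192 (63.0%, against 9.19% of all tested genes) were higher in EP than in untreated NM, and 116 (38.0%, against 6.81%) higher in EP than in untreated AO. The contrast and the comparison of EP with NM share untreated NM, whose noise favours such an overlap. With replicate 2 of untreated NM in the contrast and replicate 1 in the comparison with EP, 97 of 145 genes (66.9%, against 7.28% of all tested) were higher in EP, and with the replicates exchanged 106 of 153 (69.3%, against 7.24%). Both replicates came from 1 pool, so this division removes shared noise of extraction and library but not of the dissection of that pool. Of the 89, 21 (23.6%) are on the liver list. Size of library does not separate the groups, as NM held 7360075 to 9161105 counts at 12 hpt and 7975001 to 10067958 untreated. A candidate explanation for the larger response of NM is more tissue of the kind in the EP libraries in the NM 12 hpt libraries, which shares of 63.0%, 66.9% and 69.3% fit, and a difference in how the organs respond stays open and was not tested.

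From untreated to 24 hpt, the response differed for 1689 genes, 1234 with a larger rise or smaller fall in NM and 455 in AO. The 1234 include 20 of 22 lens genes and 29 of 39 neuron genes, and the genes of 8 tissue lists together make up 112 of the 1689 (6.63%, against 1.31% of all tested genes).

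Genes of tissues outside the lateral line, which the paper does not discuss, took a share of counts above that in other groups. The lens list took 1.13% ± 0.0779 (SD, n = 2) in NM at 24 hpt, against 0.00210% in untreated NM and 0.0727% in untreated AO. Its most abundant genes, 2 crystallins named *gm2*, had 3101 and 2482 CPM in NM at 24 hpt, 202 and 161 in untreated AO and 4.50 and 5.61 in untreated NM. The mean log2 fold change of NM at 24 hpt to untreated was 7.78 (median 8.53, or 7.91 with 3 genes without counts at their bounds), and 4.59 for the 5 genes outside Tables S1 and S2. The neuron list took 0.258% in NM at 24 hpt against 0.0157% untreated, with a mean log2 fold change of 4.95, and *tubb3* rose from 15.6 to 297 CPM. A candidate explanation is RNA of lens and neurons in the NM 24 hpt libraries, for which both 7.78 and 4.95 speak, although neurons also belong to the nerves of the organs. Of 23 lens genes, 19 exceeded 1 CPM in untreated AO, 6 in untreated NM, and 17 are in Table S1; of 39 neuron genes, 37 and 22 did, and 20 are in Tables S1 or S2. No gene is on more than 1 list.

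The muscle list took 1.44% of counts in NM at 12 hpt and 2.09% in AO at 24 hpt, against 0.0392% in untreated NM, 0.0781% in untreated AO and 4.14% in EP. *mylpf* had 4614 CPM in NM at 12 hpt, 13.7 in untreated NM and 10064 in EP. Between 12 hpt and untreated the list had mean log2 fold changes of 3.78 in AO and 5.43 in NM. Of its 102 genes, 44 exceeded 1 CPM in untreated AO and 28 in untreated NM, and 0 are in Tables S1 or S2. A candidate explanation for the rise of *myh6* and of some *ryr2* contigs of Fig. 3b is RNA of striated muscle in the 12 hpt libraries, which 3.78 and 5.43 fit. The remaining *ryr2* contigs, *wnt8b* and *egf*, 7 genes, were set apart because they rose further in NM from 12 hpt to 24 hpt, by a mean of 1.88 while the muscle list had -3.81, so that interval does not test muscle for them. The muscle list took 0.899% of counts in AO at 12 hpt, less than in EP as in NM, yet 7 of the 7 were higher than in EP in both organs (6 called in AO and 4 in NM, mean log2 fold changes 3.19 and 1.80 with 2 genes without a count in EP at their bounds), which argues against muscle of the kind in EP; muscle of another kind was not tested. The neuron list rose by means of 1.72 in AO and 3.17 in NM at 12 hpt and by a further 1.78 in NM from 12 hpt to 24 hpt, so RNA of neurons in the 12 hpt libraries may account for them, and a response of the Wnt pathway stays open.

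The blood list took 1.08% of counts in NM at 12 hpt, against 0.149% in untreated NM and 1.07% in EP, with 6928, 1008 and 8034 CPM of *hbz*. Without *klf1*, the list had a mean log2 fold change of 2.98, so red blood cells in the NM 12 hpt libraries are a candidate explanation for the rise of *klf1* in NM. Of the 13 genes, 12 exceeded 1 CPM in untreated AO and 8 in untreated NM, and 1 is in Table S1.

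In untreated NM the liver list took 0.0993% of counts, against 0.0178% in untreated AO and 0.0117% in EP, and the pancreas list 0.00586% against 0.00121% and 0.00122%. The means of the log2 fold changes of AO to NM were -3.79 (median -4.06, or -4.04 with 6 genes at their bounds) and -3.61 (median -4.43, or -4.14 with 2 genes at their bounds). *fabp10a* had 191 CPM in untreated NM and 3.76 in untreated AO, and a trypsin (TRINITY_DN98081_c1_g3) 22.5 and 0.340. Of the 58 liver genes, 53 exceeded 1 CPM in untreated NM and 21 in untreated AO, and 40 are in Table S1; of the 23 pancreas genes, 13 and 2 did, and 10 are in Table S1. Most of these genes had thus been seen to be higher in NM in the paper's table. The 13 liver and 4 pancreas genes outside Tables S1 and S2 had means of -0.61 and -1.10 (medians -0.00 and -0.28), and being few and of both signs they do not decide. RNA of liver and exocrine pancreas in the NM libraries is a candidate explanation for part of the genes higher in untreated NM, which -3.79 and -3.61 fit, and expression by NM cells themselves was not tested.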

How the results depend on the processing

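The exact test in 1 fit of all libraries, its version with candidates ordered without a test at 12 hpt, and the distances and candidates without the genes of 8 tissue lists were chosen after the results were seen. For each value below, the cause of the change was not tested, except where the construction of the setting shows it (fewer genes or libraries, or a wider or narrower definition).

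No result followed over the settings changed direction under another scaling, filter or test, but RLE turned the balance of AO against EP, with 1481 genes higher and 1598 lower in AO. RLE left 139 results the same, moved 3 and raised 1, no filter left 137 the same and moved 1, CPM above 1 in 2 libraries left 109 and moved 2, and thinned libraries and a pseudocount of 0.1 left 6 of 6 and 2 of 2. The ion channel set of the AO high genes lost its call under RLE and without a filter (FDR = 0.079 and 0.118, Fisher's exact test with Benjamini-Hochberg adjustment). The block kept 134 results, raised *ep300* (1.23) and *card9* (-1.68) past the threshold, and moved 2 correlations, and the synapse set of the common genes lost its call (FDR = 0.057, Fisher's exact test with Benjamini-Hochberg adjustment). Under the block more genes were called, 1559 between untreated organs, the classes held 1326, 557 and 99 genes, 389 genes were candidates, and 37 tests of marker lists were called.

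The quasi-likelihood model on only the groups compared was the strictest: 69 results stayed the same, 12 lost their call and 23 moved. It gave 1163 genes higher than EP, 47 AO high and 47 NM high genes, 31 candidates (18 in AO, 13 in NM), 145 genes between untreated AO and NM, 372 at 24 hpt, 1186 for NM at 12 hpt, 125 in the interaction at 12 hpt, and a median correlation of 0.771 with AO genes. At 12 hpt it called 0 genes between AO and NM, with 4556 at an unadjusted p under 0.05, against 817 in the fit of 14 libraries. It called 0 of the 5 candidate genes untreated and 0 at 24 hpt (5 and 4 at an unadjusted p under 0.05), and 0 channel genes (22). DESeq2 made 3 results weaker and 1 stronger, moved 6, and gave 291 AO high genes and 211 candidates, of which 114 in AO. The exact test on the groups compared left 93 the same, with 2 stronger and 7 moved, and took the correlation with NM genes to -0.492, and in 1 fit of 14 libraries it called 5 candidate genes. At an FDR under 0.05 there were 770 AO high genes, 503 candidates (409 in AO), 2087 genes between untreated organs, 1236 at 12 hpt, 874 and 2709 in the interactions at 12 hpt and 24 hpt, and 5 candidate genes called.

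Narrower definitions gave smaller counts by construction. Genes called higher than EP in both organs numbered 640, with 598 common, 33 AO high and 9 NM high. Without the genes of the tissue lists, 51 NM high genes were left. A difference smaller at 12 hpt than at 24 hpt left 151 candidates (111 and 40), and keeping genes higher than EP left 125 (91 and 34), with correlations of 0.689 and -0.675. The exact test ordered without a test at 12 hpt gave 124 (85 and 39).

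The distance between AO and NM was 164.3, 98.4 and 125.4 (untreated, 12 hpt, 24 hpt) over the tested genes alone, a ratio of 1.67, and 116.4, 86.3 and 104.9 with a prior count of 2, a ratio of 1.35. Without the tissue lists it was 137.3 at 24 hpt, with a ratio of 1.43. Spearman's rho gave correlations of 0.543 and -0.429, the 12 AO and NM libraries in place of groups 0.613 with AO genes, and a prior count of 2 gave -0.592 with NM genes. In the fit of 14 libraries 1 candidate gene, *fgf8*, ranked in the top 5% of the list without being in it. Under Spearman's rho, the 12 libraries, a difference smaller at 12 hpt than at 24 hpt, only genes higher than EP, RLE, the fit on the groups compared, and the ordered exact test, 0 did.

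For the Wnt list in NM at 12 hpt, fry (p = 0.0453) and an estimated correlation (p = 0.0378) passed 0.05 on the lower side. Without genes of Tables S1 and S2, 22 in place of 35 tests of marker lists were called, and the hair cell list in AO at 12 hpt turned from a test on the lower side to one on the upper side, with a mean of 0.79. Fry raised both tests of the hair cell list at 12 hpt.

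With 1 library left out, its group has a lone sample that is assumed to vary like the other groups. The AO high genes ran from 288 to 473 (312 and 327 without AO untreated replicates 1 and 2, 309 and 288 without NM untreated replicates 1 and 2). In the same order, candidates ran from 160 to 306 (160, 188, 170, 165), those of AO from 111 to 238 (119, 136, 111, 112), and genes between untreated organs from 726 to 1264 (809, 871, 768, 726). NM candidates ran from 41 (without AO untreated replicate 1) to 78, and channel genes from 6 (without NM untreated replicate 1) to 11. Between AO and NM at 12 hpt, 444 to 816 genes were called (488 and 474 without AO 12 hpt replicates 1 and 2, 480 and 444 without NM 12 hpt replicates 1 and 2). The interaction at 12 hpt ran from 190 to 337 (213 and 221 without AO untreated, 210 and 217 without AO 12 hpt, 190 and 198 without NM untreated, 232 and 226 without NM 12 hpt replicates 1 and 2). Distances ran from 188.6 to 234.1 untreated, 128.5 to 171.4 at 12 hpt and 150.3 to 178.3 at 24 hpt, and the ratio from 1.11 to 1.81.

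Without 1 library, the sign against EP in untreated NM changed for *pax2a* (-0.33 to 1.05, negative without EP replicate 1) and *ep300* (-0.946 to 0.007, positive without NM untreated replicate 2), neither of them called. *sfrp5* in AO at 12 hpt ran from 0.00 (without AO 12 hpt replicate 1) to 6.43. Between untreated organs, *fgf8* ran from 1.81 to 6.20 (called without NM untreated replicate 1) and *pax2a* from 2.34 to 2.71 (lost without NM untreated replicate 1 or 2). *card9* became called without NM 12 hpt replicate 1 or 2 (FDR from 0.0085 to 0.0962 over all libraries left out, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In AO at 12 hpt, *ryr2* TRINITY_DN99607_c4_g1 (1.01 to 6.63) became called without AO untreated replicate 2, *ryr2* TRINITY_DN99140_c1_g1 (1.20 to 1.87) was lost without AO untreated replicate 1 or 2 or AO 12 hpt replicate 1, and *myh6* TRINITY_DN110535_c1_g1 (1.53 to 1.68) without any of the 4 libraries. In NM at 12 hpt, calls were lost for *myh6* TRINITY_DN96959_c0_g3 (1.67 to 2.73) without NM untreated or NM 12 hpt replicate 1, for *myh6* TRINITY_DN110535_c1_g1 (1.70 to 2.74) without NM untreated replicate 2, for *wnt8b* TRINITY_DN102583_c1_g2 (4.16 to 7.27) without NM untreated replicate 1 or 2 or NM 12 hpt replicate 2, and for *egf* TRINITY_DN116731_c2_g1 (1.79 to 2.17) without NM untreated or NM 12 hpt replicate 2. TPM was not run, since gene lengths were not used here. At about 7121038 counts in the smallest library, genes near 1 CPM such as *fgf8* rest on few counts. Depth may limit the calls of such genes near the threshold, which was not tested.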

Differences from the paper's values

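Of 32 values compared with the paper's, 10 differ, 1 of them (*ep300*) by a rule that an SD of 0 had fixed; 15 of the 32 are from Table S2, and of these 0 do. A count or distance was taken to differ when the larger value was more than 1.5 times the smaller, a correlation or enrichment score when its sign was another or it was farther from the paper's than the SD between replicates, and a log2 fold change likewise with its standard error. The exact test in 1 fit of all libraries and its ordered version were chosen after seeing the values; the other alternatives were set before the data were examined.

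The paper's count of genes with an increasing difference between AO and NM is 124, and here it was 320. Of 25 alternatives, 5 did not differ from the paper's value (a difference smaller at 12 hpt than at 24 hpt, only genes higher than EP, and without AO untreated replicate 1, NM untreated replicate 1 or NM untreated replicate 2) and 20 did. For AO the paper's count is 85 and here 249; 6 alternatives did not differ (the same 5 and DESeq2) and 19 did. For NM the paper's count is 39 and here 71; 6 did not differ (an absolute log2 fold change of at most 1 at 12 hpt, a difference smaller at 12 hpt than at 24 hpt, only genes higher than EP, and without AO untreated replicate 1 or 2 or NM untreated replicate 2) and 19 did. The exact test in 1 fit of 14 libraries, ordered by the size of the difference without a test at 12 hpt, gave 124, 85 and 39, was chosen after seeing the values and drops 0 of the 28 genes of Table S2, of which the list of 320 holds 20. With the criteria as the methods state them, the same fit gave 395 (300 and 95), and 5 of its 124 ordered genes were called at 12 hpt.

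The paper's median correlation of *fgf8* with AO genes is 0.827 and here 0.888; 1 of 14 alternatives did not differ (a difference smaller at 12 hpt than at 24 hpt) and 13 did. For *tbx18* the paper's is 0.816 and here 0.721; 4 did not differ (the same, only genes higher than EP, RLE, and the quasi-likelihood fit on the groups compared) and 10 did. For *ep300* with NM genes, with the sign turned, the paper's is 0.717 and here 0.758; 0 of 14 did not differ, but both replicates gave -0.700, so with an SD of 0 at 3 decimals any other value had to differ, and the rule does not decide here. The paper's smallest median of the 5 genes with AO genes is 0.610 and here 0.530; 3 did not differ (a difference smaller at 12 hpt than at 24 hpt, the exact test and the quasi-likelihood fit on the groups compared) and 11 did. The paper's weakest with NM genes, with the sign turned, is 0.339 and here 0.430; 2 did not differ (the 12 libraries and the exact test on the groups compared) and 12 did. The ordered exact test, chosen after seeing the values and dropping 0 of the 28 genes of Table S2, gave 0.828, 0.817, -0.756, 0.611 and -0.376.

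The paper's enrichment scores for the Wnt pathway at 12 hpt are 0.383 in AO and 0.510 in NM, and here they were -0.248 and 0.257, for a list of symbols in place of the paper's GO term; 0 of 8 alternatives did not differ in either organ.

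In some genes and directions the results also disagree with the paper's statements. The paper states that all channel genes were higher in AO; 25 of 28 were, and *kcnj10* (-0.80 and -0.82) and *kcnj15* (-0.65) were lower. It states that Wnt pathway genes rose in AO at 12 hpt; 46 of 108 listed genes were above 0, while 12 of 12 genes of its own panel in Fig. 3b rose. It labels as *klf4* a gene of Fig. 3b that is annotated *klf1*.

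The paper states that the 5 candidate genes were significantly higher in untreated AO; all 5 were higher and 3 were called. *fgf8* and *ep300* were called at an FDR under 0.05 and in the exact test in 1 fit of 14 libraries (FDR = 0.0044 and 0.0016, edgeR's exact test with Benjamini-Hochberg adjustment), chosen after seeing the values and dropping 0 of the 2074 genes of Table S1 higher than EP; *ep300* also with the block (1.23) and in the exact test on the groups compared, and *fgf8* without NM untreated replicate 1. It states that they diverged at 24 hpt; 1 of 5, *tbx18*, was called. It states that the difference was larger still in untreated organs; this held for 4 of 5, and *tbx18* had 2.84 untreated and 3.04 at 24 hpt. It states that *fgf8* was higher in AO than EP at all times; log2 fold changes were 1.55, 1.91 and 2.29, and 1 of the 3, at 24 hpt, was called. It states that *ep300* was lowered in NM; log2 fold changes to EP were -0.42 untreated and -0.30 at 24 hpt, and 0.02 at 12 hpt, with 0 of the 3 called.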

Other observations

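The tests of dilution, of the hair cell genes of Table S1, of the most abundant cartilage genes, of genes outside Tables S1 and S2, of the distance and of the tree were chosen after the results were seen, and the others in this part were not.

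More dividing cells at 12 hpt could raise the proliferation list, which instead had mean log2 fold changes of -0.513 in AO and -0.284 in NM. The common sensory organ genes had medians of -0.348 and -0.305, against -0.558 and -0.336 for the proliferation list. As shares of RNA, these values show no rise of the list, and a rise hidden by dilution is not excluded for this list. Of its 71 genes, 68 exceeded 1 CPM in untreated AO and 68 in NM, and 3 are in Table S1; *pcna* had 253 CPM in untreated AO and 223 at 12 hpt. RNA of other tissues could dilute that of the organ; the common sensory organ genes had a median of -0.348 in AO, which cannot be told apart from a fall within the organ cells, since both lower the organ's genes alike.

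Loss of hair cells after neomycin could lower the hair cell list at 12 hpt. Its mean log2 fold changes were 0.126 in AO and 0.683 in NM, and the 34 genes in Table S1 had medians of -0.696 and -0.117 while the 26 others had 0.82 and 0.878. The signs differ between these groups of genes, so loss and no loss cannot be told apart. Of 67 genes, 47 exceeded 1 CPM in untreated AO and 34 in NM.

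RNA of other tissues may account for part of the genes higher in untreated AO. The neuron list had a mean of 2.429 (1.678 for the 19 genes outside Tables S1 and S2), which fits RNA of neurons, and the nerves of the organ itself stay open. The lens list had 4.241 (median 4.90, or 4.43 with 3 genes at their bounds), which fits RNA of lens; the 5 genes outside Table S1 had 1.304 and are too few to decide. For cartilage the mean was 0.818, but the 10 most abundant genes had a median of 0.019, and *col2a1* had 4542 CPM in AO and 5192 in NM, so cartilage RNA and regulation in the organ cannot be told apart. Of its 36 genes, 33 exceeded 1 CPM in untreated AO and 31 in NM, and 11 are in Tables S1 or S2.

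Shared RNA of other tissues could bring AO and NM closest at 12 hpt. Without the genes of 8 tissue lists the distance at 12 hpt was 127.01, against 129.09 with them, and 2 of 2 NM libraries at 12 hpt stayed in the cluster of EP; since the lists hold 318 genes and tissue RNA has many more, this and a shared response cannot be told apart.

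Selection of the list on the difference between AO and NM could by itself give the 5 candidate genes their correlations. Their median percentile among the other listed genes was 37.107, with *fgf8* alone in the top 5%. *pax2a* and *ptch1*, which are in the list, stood at 36.2 and 63.8, which fits selection. *fgf8*, *tbx18* and *ep300* did not meet the criteria here, so their percentiles do not test it. The ordered exact test, chosen after seeing the values, lists all 5, and their percentiles there were 29.4 to 66.4.

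Lists not given above had these mean log2 fold changes. The retina and olfactory list had 0.52 between untreated AO and NM, 0.496 (AO) and 0.488 (NM) at 12 hpt and 0.367 in NM at 24 hpt; of its 24 genes, 15 exceeded 1 CPM in untreated AO and 14 in NM, 7 are in Table S1, and *gnal* had 24.8 and 20.7 CPM. Between untreated AO and NM, muscle had 1.175, blood 1.821, proliferation 0.11 and hair cells 0.881. At 12 hpt in AO, lens had -4.524, liver 2.301, pancreas 0.458, cartilage -0.205, neurons 1.717 and blood 0.345; in NM, lens had 0.407, liver -0.334, pancreas -3.506, cartilage 0.426, neurons 3.169 and blood 3.094. At 24 hpt in AO, lens had -2.176, liver -0.298, muscle 5.002, neurons 2.141, proliferation -0.704 and hair cells -0.19; in NM, liver had -4.051, pancreas -1.877, muscle 1.621, cartilage -0.412, blood 2.035, proliferation -0.663 and hair cells 1.163. The sign of the mean differed from that of camera for pancreas and hair cells in AO and for lens and cartilage in NM at 12 hpt, and the cartilage median in NM was -0.241.

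Comparisons that share a group correlate by construction. In simulated libraries without an effect, AO and NM against EP had r of 0.524 (observed 0.72). The responses at 12 hpt and 24 hpt had 0.488 in AO (observed 0.822) and 0.497 in NM (observed 0.743). The response of NM at 12 hpt and the difference of EP from NM had 0.484 (observed 0.714).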
